# Early Phase of Plasticity-Related Gene Regulation and SRF Dependent Transcription in the Hippocampus

**DOI:** 10.1371/journal.pone.0068078

**Published:** 2013-07-23

**Authors:** Giovanni Iacono, Claudio Altafini, Vincent Torre

## Abstract

Hippocampal organotypic cultures are a highly reliable *in vitro* model for studying neuroplasticity: in this paper, we analyze the early phase of the transcriptional response induced by a 20 µ*M* gabazine treatment (GabT), a *GABA-Ar* antagonist, by using Affymetrix oligonucleotide microarray, *RT-PCR* based time-course and *chromatin-immuno-precipitation*. The transcriptome profiling revealed that the pool of genes up-regulated by GabT, besides being strongly related to the regulation of growth and synaptic transmission, is also endowed with neuro-protective and pro-survival properties. By using *RT-PCR*, we quantified a time-course of the transient expression for 33 of the highest up-regulated genes, with an average sampling rate of 10 minutes and covering the time interval [10∶90] minutes. The cluster analysis of the time-course disclosed the existence of three different dynamical patterns, one of which proved, in a statistical analysis based on results from previous works, to be significantly related with *SRF*-dependent regulation (p-value<0.05). The *chromatin immunoprecipitation (chip)* assay confirmed the rich presence of working *CArG* boxes in the genes belonging to the latter dynamical pattern and therefore validated the statistical analysis. Furthermore, an *in silico* analysis of the promoters revealed the presence of additional conserved *CArG* boxes upstream of the genes *Nr4a1* and *Rgs2*. The *chip* assay confirmed a significant *SRF* signal in the *Nr4a1 CArG* box but not in the *Rgs2 CArG* box.

## Introduction

Cognitive processes such as learning and memory originate from plastic modifications in the central nervous system CNS: these plastic changes affect the structure and the functions of neurons and of synapses and lead to experience-dependent alterations in neural network wiring and behavior. The introduction of high-throughput assays and large-scale approaches in neuroplasticity has contributed to encompass the broad extent of this phenomenon, which involves the cooperative interplay of numerous cellular processes that not only regulate the synaptic transmission itself but also cell survival [1], neuronal growth [2] and neurogenesis [3].

The modulation of gene transcription has proven to be playing a key role in neuroplasticity: increased synaptic activity leads to calcium influx into the post-synaptic spines, dendrites and soma, which activates calcium dependent signaling pathways that in turn regulate transcription factors within the nucleus [4] [5] [6]. In our previous work with dissociated rat neuronal cultures [5] we combined transcriptome profiling with electrophysiological recordings in order to describe the role of different calcium sources in the regulation of gene expression changes. The variations of calcium dynamics driven by synaptic activity, as well as the resulting activation/deactivation changes in the relative signaling pathways, have shown to be tightly regulated both in time [7] [8] and space [9] [10] [11]. For instance, the modulation of the neurotrophin *Bdnf* (brain derived neurotropic factor) gene expression, following synaptic activity, requires a series of phosphorylation/dephosphorylation steps of the transcription factors *CREB*, *MEF2* and *MEcp2* in order to keep the *Bdnf* expression bound to the desired dynamics [12]. The expression level of many other plasticity-related genes is governed by sophisticated controls of dynamics [13]: this result is often achieved thanks to the interplay of a large number of transcription factors and is often related to signaling changes which are triggered within a time-scale of minutes [14] [15] [16].

Alterations in the dynamical pattern of activity-induced programs may result in pathological states: for example, the removal of the phosphatase *MKP-1/DUSP1* negative feedback loop on the kinase *JNK* alters the proper *JNK*-activation dynamics and leads to the inability of forming new axonal branching during mice cortex development [17]. Despite the importance of the dynamical aspects of transcriptional changes, the information currently available is limited to time-courses with low temporal resolution, i.e. a few time points, and/or concerning a reduced number of genes, such as [15] [18] [19]. The purpose of the present study is to trace with high temporal resolution the early transcriptional dynamics associated with plasticity, using the gabazine treatment of rat organotypic cultures as hippocampal plasticity model: organotypic culture preparation has the advantage of retaining the general morphological and functional properties of the intact hippocampus [20] [21]. Besides, if compared to acute slices, organotypic cultures are able, within one week, to remodel the synaptic connections altered by the slicing procedure, which is not possible for acute slices [22]. In this work we will begin with a preliminary microarray-based assessment of the transcriptional response of hippocampal cultures to a 20 µM gabazine (also known as SR95531, a *GABA-A* receptor antagonist) treatment: the aim of this step is to obtain a general outline of the cellular activities involved in the response to *GABA-A* blocking. GABA-A channels are ionotropic channels that, upon binding of Gaba molecules, exert an inhibitory effect on neuronal excitability by specifically increasing the chloride conductance. Drugs such as gabazine, bicuculline or picrotoxin (PTX) act as GABA-A antagonists and therefore induce an increase of the overall neuronal excitability: these drugs have been extensively used as models for various types of plasticity (epilepsy, long term potentiation, homeostatic plasticity etc.), according to the tissue, dosage, duration of the treatment and possible concomitant stimuli. The 20 µM dosage was adopted in accordance to the evidences provided in [5], where we have previously studied the electrophysiological effects of a 20 µM GabT in dissociated hippocampal cultures.

Following the microarray assay, we will then quantify and analyze a high temporal resolution time course comprising a large set (33) of plasticity-related genes and we will relate the main features of the dynamical profiles with the putative biological functions of the relative genes/proteins. Following that, we will link one cluster of genes to a *SRF*-dependent regulation, by means of statistical and *in silico* analysis, and we will finally develop a *chip* (*chromatin immunoprecipitation*) assay in order to gain novel information about the role of *SRF* in the early phase of activity-dependent regulation of gene expression.

## Results

### Microarray analysis

A transcriptome profiling of a *GABA-A* receptor antagonist treatment is still lacking in the case of organotypic hippocampal cultures. Therefore, we decided to start the analysis with a preliminary, microarray-based, assessment of the response of rat organotypic hippocampal cultures to a 20 µ*M* gabazine treatment (GabT): the purpose of this step was to obtain a complete profile of the tissue reaction to a prolonged *GABA-A* receptor blockade, which is strictly associated with a sudden and powerful increase in the tissue synaptic activity and in the intensity of calcium dynamics [6] [23] [24].

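Slices of hippocampus from rat pups were kept as organotypic cultures, in which a slice of tissue survives outside the animal with its local circuits. The cultures were left untreated or received 20 µM gabazine for 90 min, which blocks the GABA-A receptor, the chloride channel behind most fast inhibition in the brain. RNA of 3 untreated and 3 gabazine-treated samples was measured on 6 Affymetrix arrays with 31099 probe sets each. The methods compare each replica with its own untreated control, so the arrays with the same replica number were taken as a pair, which gives 3 pairs. The paper gives the age of the pups as postnatal day 4 to 5, and the sample labels give postnatal day 4. The authors processed the scanned images with Robust Multi-array Average (RMA), which corrects the background, normalizes the arrays and summarizes the probes of a probe set as 1 log2 intensity. Whether the 3 replicas were normalized together is not given in the sources used here. The deposited log2 values were used with no further scaling, and the median of an array was 7.89 and 7.90 in pair 2 and between 8.63 and 8.71 in pairs 1 and 3. The lowest values of the control and gabazine arrays were 3.33 and 3.42 in pair 1, 3.07 and 3.03 in pair 2, and 3.92 and 3.94 in pair 3. These values argue against a joint normalization of all 6 arrays, and the pairs may have been processed apart. A log2 fold change is the mean over the 3 pairs of the gabazine value minus the control value, and a ratio is the same mean on the linear scale. Each probe set was tested with limma, with the pair as a block, and the p-values were adjusted over all 31099 probe sets by the Benjamini-Hochberg method. For lists of genes, 14218 genes entered with the brightest probe set of each, and the lists were tested with limma's camera.
The reference transcript Gapdh, an enzyme of glycolysis, had a log2 fold change of 0.07 (standard error 0.04) on its brightest probe set, and Actb, cytoplasmic actin, had 0.27 (standard error 0.09). The log2 ratios of all probe sets had an SD of 0.475 in pair 1, 0.247 in pair 2 and 0.230 in pair 3. More than 2-fold higher after gabazine were 1265 probe sets in pair 1, 213 in pair 2 and 99 in pair 3. Both arrays of a pair held exactly the same value for 16.1%, 24.1% and 25.7% of the probe sets in pairs 1, 2 and 3, and 14754 probe sets were tied in this way in at least 1 pair. Between arrays of different pairs the highest share of identical values was 0%. The cause of the ties was not determined, and a log2 ratio of 0.00 in a pair can be such a tie. The number of arrays limits the precision, and an exact sign-flip test over 3 pairs cannot give a p below 0.25.

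**Figure D1:**
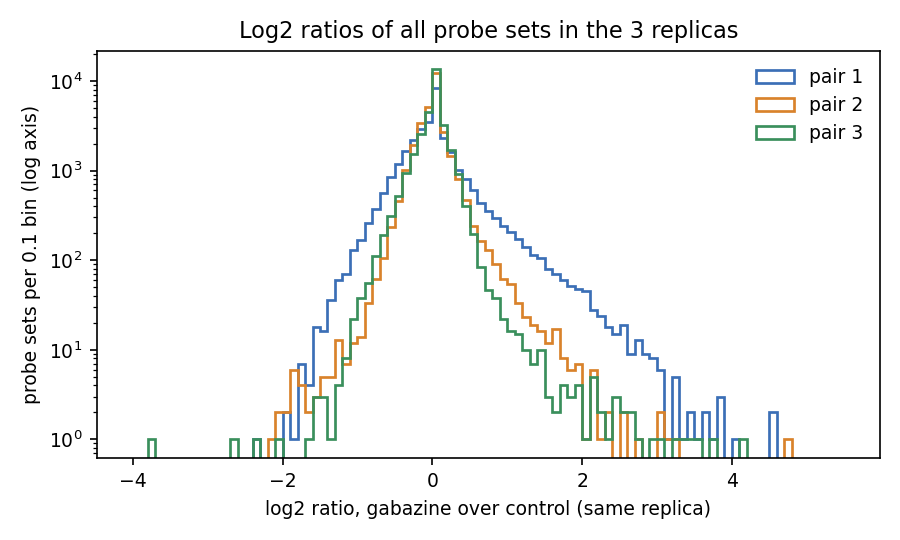
Distribution of the log2 ratios of gabazine over control for all 31099 probe sets, with the number of probe sets per bin of 0.1 on a log axis. Each line is 1 pair of arrays, and the line of pair 1 is the widest, with 1265 probe sets above 2-fold against 213 in pair 2 and 99 in pair 3.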

Three independent biological replicas were collected and analyzed on the *Affymetrix rat 230.2 chip*; for each replicas the expression of the gabazine-treated sample was then compared to the control-untreated sample and the probes/genes of the chip were arranged in ascending up-regulation/p-value score. The results of a *GO* enrichment analysis, performed considering the genes with an up-regulation value higher than 2, approximately corresponding to a p-value≤0.005, are presented in table 1. 

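Nr4a3, an orphan nuclear receptor, had the highest ratio of all probe sets, with a log2 fold change of 3.39 (standard error 0.18) on 1 of its probe sets and 3.82, 3.09 and 3.26 in pairs 1, 2 and 3, while its brightest probe set had 0.96 and the other 2 had 0.21 and 2.18. Fosb, a subunit of the AP-1 transcription factor, had 3.15 (standard error 0.59), and Egr2, a zinc finger transcription factor, had 2.29 (standard error 0.08) with 1.25 on its other probe set. Klf2, a Krüppel-like transcription factor, had 1.44 (standard error 0.07) with 0.02 to 1.24 on its 4 other probe sets, and Rasgrf1, an exchange factor that activates Ras upon calcium entry, had 1.56 (standard error 0.08) with -0.08 on its other probe set. In total 98 probe sets, of 59 genes with 1 symbol, had a ratio above 2, and 79 of the 98 were higher in all 3 pairs. Only 2 probe sets had a ratio below 0.5, those of Mmp12, a macrophage metalloelastase, and of Vipr1, a receptor of vasoactive intestinal peptide, which are named here after their values were seen. Vipr1 had a log2 fold change of -1.03 (standard error 0.12) and was lower in all 3 pairs, with 0.06 on its other probe set, while Mmp12 had -3.74 in pair 3 and 0.00 and 0.02 in pairs 1 and 2.
At an adjusted p under 0.05, limma called 0 probe sets higher and 0 lower, and the smallest adjusted p was 0.468. At an unadjusted p under 0.05 there were 571 higher and 835 lower, where chance gives 777 in each direction, and at the p of 0.005 that the paper uses there were 61 higher and 64 lower, where chance gives 77.7. These chance counts take evenly spread p-values, which tied probe sets may not give. With tied probe sets left out, a setting added after seeing the data, limma gave 76 higher and 12 lower of 16345 at an unadjusted p of 0.005. Under 0.05 it gave 375 higher and 520 lower. The methods' joint empirical distribution of the 3 log2 ratios put 1687 probe sets at 0.005 or less in the higher direction and 2265 in the lower direction. With the ratios put in random order within each replica, the count in the higher direction was 2880 to 2991 in 10 orders, which is above 1687. Replicas that rank the probe sets alike give fewer such small shares. The lower real count therefore does not show a lack of change, and the random orders are no chance level for it. Fitted without the pairing, limma called 14 probe sets higher and 0 lower, and at an unadjusted p of 0.005 there were 38 higher and 0 lower. With the pairing, the split at that p was 74 higher and 24 lower with each array centred on its median, 67 and 39 after quantile normalization, and 80 and 32 after cyclic loess. Without pair 1, 2 or 3 that split was 31 and 30, 35 and 21, or 17 and 2, the ratios below 0.5 numbered 6, 33 or 5, and those above 2 numbered 295 without pair 2 and 268 without pair 3.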

The complete list of probes/genes data used in the present and in the subsequent analysis is provided in the table A in file S1.

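The probe sets of Table A are the 490 with the highest mean ratios of the array, down to a ratio of 1.49, and 343 genes with 1 symbol stand among them. Some of these genes moved alike in every pair. Srf, the transcription factor that binds serum response elements, had log2 ratios of 0.56, 0.62 and 0.57 in pairs 1, 2 and 3, and Ccnl1, a cyclin tied to RNA splicing, had 0.89, 0.80 and 0.97. Others stood high in a single pair. Ttr, the thyroid hormone carrier made by the choroid plexus, had 4.59 in pair 1 and 0.14 and 0.07 in pairs 2 and 3, and Mchr1, a receptor of melanin-concentrating hormone, had 1.84 in pair 1 and 0.00 in both other pairs. Gjb6, the gap junction protein connexin 30 of astrocytes, had 2.15 in pair 2, 0.59 in pair 1 and -0.04 in pair 3. The median log2 ratio of the 490 probe sets was 1.89 in pair 1, 0.12 in pair 2 and 0.17 in pair 3, and the largest of the 3 ratios was that of pair 1 for 365 of them. For the 98 probe sets with a ratio above 2 these medians were 2.32, 1.14 and 1.20. In pair 1 the control transcripts of the array had higher log2 ratios at their 5' than at their 3' probe sets, by a median of 1.04, against 0.30 in pair 2 and -0.08 in pair 3.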

**Table 1:** Table presenting the principal families of GO terms found to be enriched in the microarray-based analysis of gabazine treatment.

GO term	num. genes	p-value
*regulation of synaptic transmission*	7	1.90·10^−4^
*nucleus*	14	1.20·10^−2^
*regulation of transcription*	19	8.60·10^−4^
*positive regulation of transcription*	15	3.70·10^−7^
*learning or memory*	9	3.40·10^−7^
*feeding behavior*	5	6.40·10^−7^
*regulation of calcium ion transport*	5	3.60·10^−4^
*transmembrane protein*	6	1.20·10^−1^
*regulation of apoptosis*	11	2.20·10^−3^
*negative regulation of apoptosis*	6	2.80·10^−2^
*positive regulation of cell death*	6	2.80·10^−2^

The first column specifies the GO term, the second column contains the number of genes associated with the GO term and the last column presents the p-value score of the enrichment.

The sudden increase of synaptic activity induces the up-regulation of a variety of genes involved in several cellular processes and localized into different cellular compartments. 

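Most of the genes that the study lists in Table 2 had higher values on the gabazine-treated arrays. Of the 33 genes, 32 had a probe set, of which the annotation names those of 30 and only Table A those of Btg2 and Mapk10, and Nptx2 had none. On the brightest probe set, for Btg2 and Mapk10 through Table A, 24 were higher in all 3 pairs and 0 were lower in all 3. With a brighter probe set of Egr3 that only Table A names, 25 were higher. Over all 14218 genes, 7.79% were higher and 10.8% were lower in all 3 pairs. The highest log2 fold change on a brightest probe set was that of Arc, an effector of dendritic spines, at 2.78 (standard error 0.40). Nr4a1, an orphan nuclear receptor, had 2.63 (standard error 0.29) and its paralog Nr4a2 had 2.42 (standard error 0.11). Ptgs2, the inducible enzyme of prostaglandin synthesis, had 1.96 (standard error 0.59) with 1.01, 1.51 and 3.37 in pairs 1, 2 and 3. Ntf3, a neurotrophin, had 0.06 (standard error 0.44), and its pairs ran from -0.96 to 0.84. Homer1, a scaffold protein of the postsynaptic density, had -0.11 (standard error 0.08) on its brightest probe set and up to 3.09 on another.
The list test held 30 of these genes, and 19 of them were higher and 0 lower in limma when adjusted over the list alone. Over all probe sets limma called 0 of them, with 21 higher and 0 lower at an unadjusted p under 0.05. Camera placed the list above the other genes (adjusted p = 1.68e-27), with adjusted p = 0.558 with an estimated correlation. The study chose this list on these samples, so its direction is not independent evidence.

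**Figure D2:**
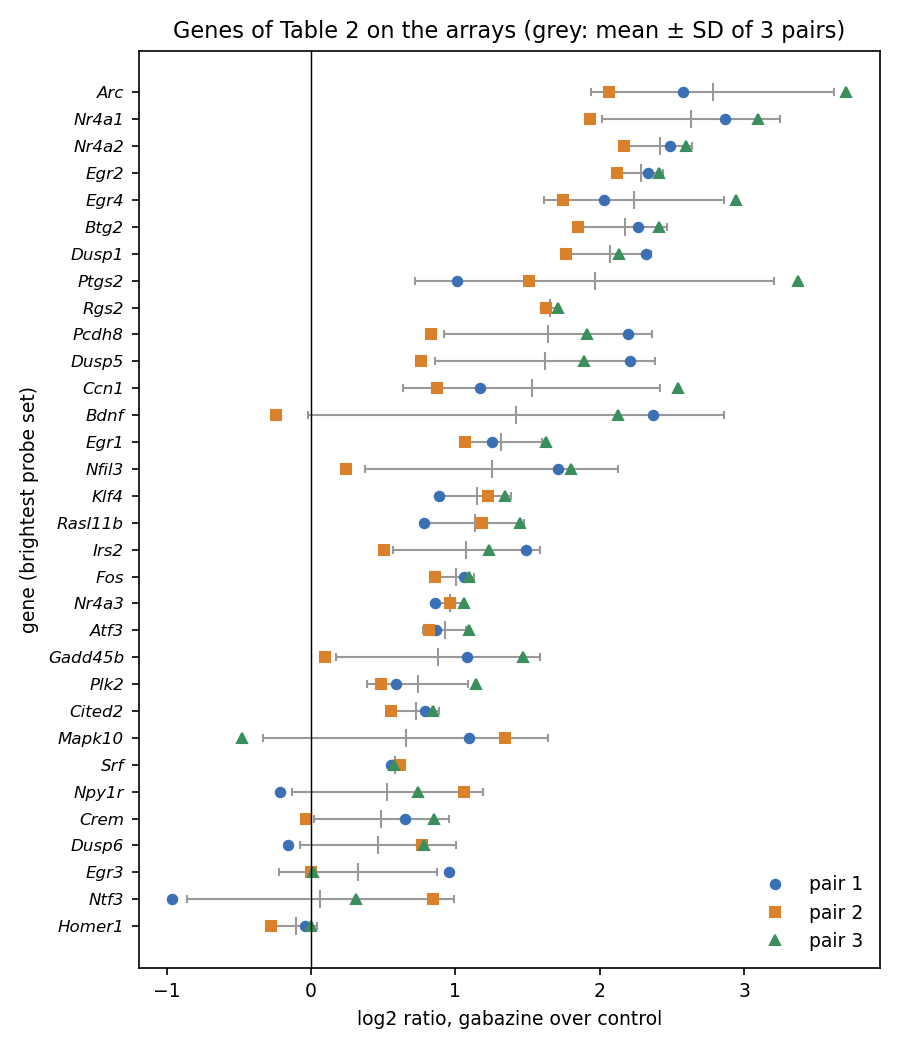
Log2 ratio of gabazine over control on the brightest annotated probe set of each gene of Table 2, with Btg2 and Mapk10 named through Table A, with 1 point per pair of arrays and the mean ± SD of the 3 pairs in grey. The 24 genes with all 3 points above 0 include Arc at the top, and Ntf3 and Homer1 lie at the bottom.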

A significant component (p-value≤1.90·10^−4^, modified Fisher Exact P-value) of the up-regulated genes, including for instance the effectors *Arc* and *Rgs2*, is involved in the regulation of synaptic transmission itself, by acting directly in axon terminals and dendritic spines. 

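Rgs2, a regulator that shortens G protein signalling, was higher by nearly the same amount in each pair. Its log2 fold change was 1.65 (standard error 0.04), with 1.62, 1.63 and 1.71 in pairs 1, 2 and 3, and its other probe set had 2.34. Arc stood at a log2 intensity of 9.93 ± 0.63 (SD, n = 3) in the untreated and 12.71 ± 0.90 (SD, n = 3) in the gabazine-treated samples. Of 30 synaptic and secreted effectors that neuronal activity is known to regulate, 5 were higher and 0 lower in limma when adjusted over the list alone. These were Arc, Rgs2, Dusp1, a phosphatase of MAP kinases, Rasl11b, a small GTPase, and Rasd1, a Ras-like protein induced by dexamethasone. The median of the list was 0.68, with 0.73, 0.06 and 0.74 in the pairs. Of 9 measured genes that the study links to the weakening of synapses, 5 were higher and 0 lower when adjusted over the list alone, with a median of 0.74. Among them Pcdh8, a protocadherin also known as arcadlin, had 1.64 (standard error 0.34) and Plk2, a kinase that loosens synapses under high activity, had 0.74 (standard error 0.17). The study's list names the variants Homer1a and Icer, measured here as Homer1 and Crem on their brightest probe sets. Homer1 had -0.11 on that probe set and up to 3.09 on another. Which probe sets measure the variants was not determined.
Of the 30 effectors 10 are genes of Table 2, which the study chose on these samples, among them 4 of the 5 that passed, so that the direction of this list is not independent evidence. Camera placed the effectors above the other genes (adjusted p = 1.96e-12), with adjusted p = 0.558 with an estimated correlation. The weakening genes had a camera adjusted p = 2.88e-07, and also adjusted p = 0.558 with an estimated correlation, and 8 of the 9 are genes of Table 2, so that their direction is not independent evidence. Over all probe sets limma called 0 genes of either list, with 11 effectors and 5 weakening genes higher and 0 lower at an unadjusted p under 0.05.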

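Of 39 transcription factors known as immediate early genes, 14 of which are also genes of Table 2, 17 were higher after gabazine and 1 was lower in limma when adjusted over the list alone, and 21 did not pass. Fos, a partner of Jun proteins in AP-1, had a log2 fold change of 1.00 (standard error 0.07) on its brightest probe set and 0.08 on the other. Klf4, a Krüppel-like zinc finger protein, had 1.15 (standard error 0.12) with 0.89, 1.22 and 1.34 in pairs 1, 2 and 3. Egr1, a zinc finger factor used as a marker of neuronal activity, had 1.32 (standard error 0.14). The member that was lower was Hes1, a repressor downstream of Notch, at -0.21 (standard error 0.04). The median of the list was 0.58, with 0.86, 0.24 and 1.06 in the pairs.
The genes shared with Table 2, which the study chose on these samples, make up 11 of the 17 that were higher, so that the direction of the list is not independent evidence. Camera placed this list above the other genes (adjusted p = 1.05e-18), with adjusted p = 0.558 with an estimated correlation. Of the 14 lists that camera called with its preset correlation, all higher, 0 kept the call with an estimated correlation. With 2 residual degrees of freedom, the smallest unadjusted p of camera with an estimated correlation was 0.0705. It was that of the Table 2 list, which the study chose on these samples. A call lost in that test therefore does not decide whether a list moved. Limma's fry, which tests a list against no change and not against the other genes, called 0 lists. Over all probe sets limma called 0 members, with 19 higher and 1 lower at an unadjusted p under 0.05.

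**Figure D3:**
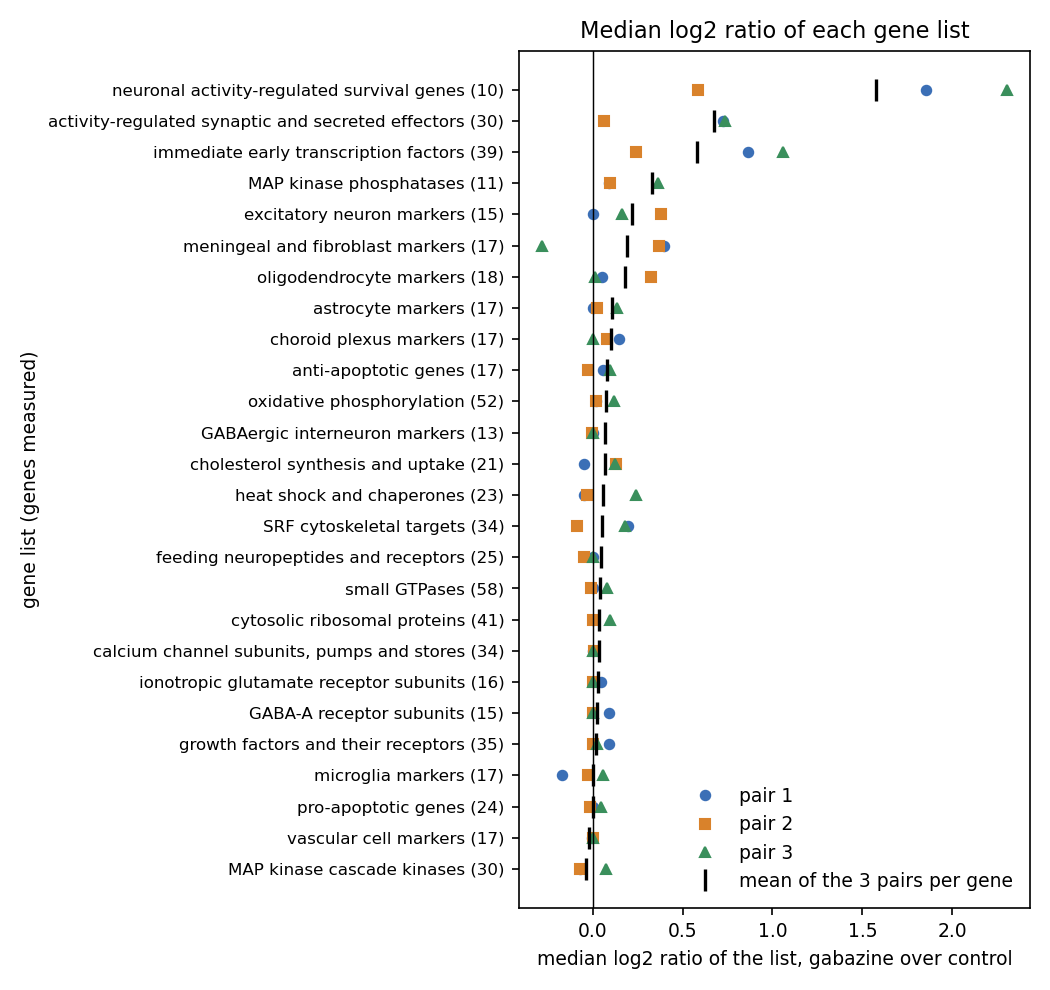
Median log2 ratio of gabazine over control of the 26 gene lists that were not chosen by the study, with the number of genes measured in brackets. Each point is the median in 1 pair of arrays and the bar is the median over genes of the mean of the 3 pairs, which is 0.58 for the immediate early transcription factors.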

Another group of genes (p-value≤1.90·10^−5^) consists in a large pool of transcription factors, like for example *Cfos* and *Klf4*, that is responsible for driving the second wave of cellular responses, possibly related to longer lasting changes in neuron metabolism, morphology and functions [7]. Interestingly, the same group of transcription factors results to be highly enriched in the positive regulation of transcription term (p-value≤3.70·10^−7^): this indicates that, despite the presence of transcriptional repressors, such as *Icer* and *Nfil3*, the longer lasting changes are mainly based on the activation of not-expressed genes rather than on the suppression of already expresses ones. 

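Of the 2 repressors named here, Nfil3, a leucine zipper protein, had a log2 fold change of 1.25 (standard error 0.42) and Crem, the gene that encodes Icer, had 0.49 (standard error 0.22) on its brightest probe set. Nfil3 stood at 1.71 and 1.80 in pairs 1 and 3 and at 0.24 in pair 2. The other 5 probe sets of Crem ran from 0.20 to 1.15, and which of them measure Icer was not determined. Among the 10 genes with the smallest p and a lower value in all 3 pairs, the lowest was Zfp426, a zinc finger protein, with a log2 fold change of -0.46 (standard error 0.03). Scn7a, a sodium channel that senses salt, also had -0.46 (standard error 0.03), and Nup214, a protein of the nuclear pore, had -0.38 (standard error 0.04) with -0.07 and 0.14 on its other probe sets. Among the 10 such genes on the higher side, Inmt, a methyltransferase of indole amines, had 0.72 (standard error 0.04), and Icam5, an adhesion molecule of dendrites, had 0.54 (standard error 0.03) with 0.11 on its brighter probe set.
None of these 20 genes passed limma over all probe sets, and each of the 10 on the lower side had an adjusted p of 0.747. From the enrichment of the up-regulated transcription factors in the positive regulation of transcription (Table 1), the paper concludes that the lasting changes rest mainly on the activation of genes that were not expressed before, although repressors are also present.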

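Genes that act directly on apoptosis, in fixed lists that are not the GO terms of Table 1, stayed close to their control values on these arrays. Of 17 anti-apoptotic genes, the largest difference was that of Birc2, an inhibitor of apoptosis that tags proteins with ubiquitin, with a log2 fold change of 0.37 (standard error 0.13) and 0.60, 0.07 and 0.43 in pairs 1, 2 and 3. Of 24 pro-apoptotic genes, it was that of Ddit3, a transcription factor of the stress response of the endoplasmic reticulum, with 0.29 (standard error 0.22) and -0.23 in pair 2. The median log2 fold change was 0.08 over the anti-apoptotic and -4.94e-04 over the pro-apoptotic genes, whose mean was 0.01.
In limma 0 genes of either list passed over all probe sets or when adjusted over the list alone, and at an unadjusted p under 0.05 there was 1 pro-apoptotic gene lower and 0 others. Camera gave an adjusted p = 0.201 for the anti-apoptotic list (adjusted p = 0.671 with an estimated correlation) and an adjusted p = 0.909 for the pro-apoptotic list (adjusted p = 0.936 with an estimated correlation).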

A consistent (p-value≤2.20·10^−3^) component of genes is involved in the regulation of cell survival: interestingly, according to the *GO*, they appear to influence the survival in both a positive and a negative manner. However, it appears that GabT treatment induces a strong push (p-value≤1.7·10^−2^) towards growth, neurogenesis and neuritogenesis. 

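Of 35 growth factors and their receptors, the largest difference was that of Ccn1, a matrix protein also called Cyr61, with a log2 fold change of 1.53 (standard error 0.43) and 1.17, 0.87 and 2.54 in pairs 1, 2 and 3. Bdnf, a neurotrophin released at active synapses, had 1.42 (standard error 0.69) on its brightest probe set, with 2.37 and 2.12 in pairs 1 and 3 and -0.24 in pair 2, and 1.07 on its other probe set. Irs2, an adaptor of the insulin and IGF receptors, had 1.07 (standard error 0.24). The median of the list was 0.02 and its mean 0.17, and 5 members were higher and 2 lower in all 3 pairs.
Of the 35 members 4 are genes of Table 2, which the study chose on these samples. Ccn1, Bdnf and Irs2 are among these 4, so that their direction is not independent evidence. In limma 0 members passed over all probe sets or when adjusted over the list alone, with 4 higher and 1 lower at an unadjusted p under 0.05. Camera gave an adjusted p = 0.119 for the list, with adjusted p = 0.558 with an estimated correlation, and the list passed at 0.0382 without pair 2, at 4e-06 without the pairing, at 0.0446 with centred arrays and at 0.0181 with the mean of all probe sets of a gene, where the planned settings ranged from 4e-06 to 0.595.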

Finally, it is worth mentioning that the *MAPK* signaling pathway as well as the small-gtpase family are confirmed as the most important mediators of the aforementioned processes (p-value≤2.9·10^−2^).

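Of 11 MAP kinase phosphatases, Dusp1, which acts on p38, JNK and ERK in the nucleus, was higher when adjusted over the list alone, with a log2 fold change of 2.07 (standard error 0.14) and 2.32, 1.77 and 2.13 in pairs 1, 2 and 3. Dusp5, a nuclear phosphatase of ERK, had 1.62 (standard error 0.36) and did not pass, and Dusp6, its cytoplasmic counterpart, had 0.46 (standard error 0.26) and did not pass. Of 30 kinases of the MAP kinase cascades, the largest difference was that of Rps6ka3, a ribosomal S6 kinase downstream of ERK, at -0.38 (standard error 0.27), with -1.02 in pair 1 and -0.10 in pair 2. Mapk10 is not among these 30, since the annotation names no probe set for it. It had 0.65 (standard error 0.47) on the brighter probe set that Table A names. Of 58 small GTPases, it was that of Rasl11b, a Ras-like protein, at 1.14 (standard error 0.16), with 0.78, 1.19 and 1.45 in the pairs. The medians were 0.33 over the phosphatases, -0.04 over the kinases and 0.04 over the small GTPases.
Dusp1, Dusp5 and Dusp6 are genes of Table 2, which the study chose on these samples, so that the direction of the phosphatases is not independent evidence. In limma 0 genes passed over all probe sets, with 2 phosphatases, 0 kinases and 5 small GTPases higher and 0 genes lower at an unadjusted p under 0.05. Camera placed the phosphatases (adjusted p = 0.00308, and adjusted p = 0.558 with an estimated correlation) and the small GTPases (adjusted p = 0.0387, and adjusted p = 0.671 with an estimated correlation) above the other genes, and gave the kinases an adjusted p = 0.651 (adjusted p = 0.936 with an estimated correlation). Without pair 3 the small GTPases had a median of -0.02 and a limma camera adjusted p = 0.472, where the planned settings ranged from 7.56e-04 to 0.748. The difference between the phosphatases and the kinases was not tested.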

To verify the up-regulation values observed in the microarray assay, we selected a group of 33 genes among the highest up-regulated ones and we measured their expression level in gabazine vs. untreated samples by RT-PCR. These 33 transcripts correspond to the top-fifty up-regulated probes deprived of those pointing to “*predicted*” transcripts and deprived of those characterize by low values of *mRNA* abundance (i.e. intensity of microarray signal). 

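Of the genes of Table 2, 17 have a probe set among the 50 with the highest ratios, and these 17 genes account for 23 of the 50. Btg2, an antiproliferative regulator of transcription, has 2 of them, with a log2 fold change of 2.17 (standard error 0.14) on the brighter and 2.41 on the other. Egr4, a zinc finger factor of the Egr family, had 2.24 (standard error 0.30) on its brightest probe set and 0.55 on the other. A probe set among the 98 with a ratio above 2 was found for 23 genes of Table 2, and a probe set in Table A for 30 genes. Cited2, a partner of CBP and p300, had 0.73 (standard error 0.08), and Mapk10, the JNK isoform of neurons, had 0.65 (standard error 0.47) with 1.09, 1.35 and -0.48 in pairs 1, 2 and 3. On the brightest probe set that the annotation names, or Table A for Btg2 and Mapk10, 19 genes had a ratio above 2, and 20 with the brighter probe set of Egr3 that only Table A names.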

The latter ones were excluded mainly because their low amounts of *mRNA* were causing the RT-PCR data to be excessively noisy. The final list of transcripts whose up-regulation was verified by RT-PCR is presented in Table 1, while the RT-PCR data is presented in table C in file S1.

As a next step, we wanted to validate the previous Gene Ontology analysis. The functions associated to the genes in the Gene Ontology database (www.geneontology.org) are often derived from bioinformatics predictions, such as inference from sequence ortology or from common expression patterns: these kind of predictions, although likely reliable, have not been verified experimentally. In order to assess the consistency of our GO analysis, we proceeded by creating a manually compiled “vocabulary” of gene functions for each of the genes belonging to the set confirmed by RT-PCT; this vocabulary was based on an extensive search in the literature and built by considering only the most reliable results. More precisely, we preferentially considered only functional evidences derived from hippocampal tissues such as organotypic slices, acute slices, dissociated cultures or in vivo conditions. When hippocampus-based studies were lacking, we collected proofs from other types of nervous tissues, such as cortical neurons, dorsal root ganglion cells or glioma tissue. The complete list of gene/protein roles extracted from the literature is available in file S2, while a brief summary of them is available in Table 2.

**Table 2:** Table containing the list of 33 genes whose up-regulation was confirmed by RT-PCR.

GENE NAME	ROLE	FUNCTION(S)	REFERENCES
Arc	EF	NEUROGENESIS/SURVIVAL/anti-GROWTH/Reg.Syn.trasmission	[25] [26] [27] [28] [29] [30] [31] [32] [33] [34]
Atf3	TF	SURVIVAL	[1] [35] [36]
Bdnf	EF	NEUROGENESIS/SURVIVAL/GROWTH/Pos.Reg.Syn.transmission	[37] [38] [39] [40] [41] [42] [43] [44] [45] [46]
Btg2	TF	NEUROGENESIS/SURVIVAL	[1] [3] [47] [48] [49]
Cfos	TF	GROWTH/Pos.Reg.Syn.transmission	[18] [50] [51] [52] [53] [54] [55] [56] [57]
Cited2	TF		[58] [59] [60]
Crem/Icer	TF	anti-SURVIVAL/Neg.Reg.Syn.transmission	[61] [62] [63] [64] [65] [66] [67]
Cyr61	EF	GROWTH	[68] [69] [70]
Dusp1	EF	erk inactivation/anti-GROWTH	[17] [71] [72]
Dusp5	EF	erk inactivation	[73] [74]
Dusp6	EF	erk inactivation	[75] [76]
Egr1	TF	Pos.Reg.Syn.transmission	[77] [78] [79] [80] [81] [82]
Egr2	TF		[83] [84]
Egr3	TF	Pos.Reg.Syn.transmission	[82] [85] [86] [87]
Egr4	TF		[88] [89] [90]
Gadd45b	EF	NEUROGENESIS/SURVIVAL/GROWTH	[1] [2]
Homer1a	EF	Reg.Syn.trasmission/GROWTH	[91] [92] [93] [94] [95]
Irs2	EF	GROWTH/Reg.Syn.trasmission	[96] [97] [98]
Klf4	TF	anti-GROWTH	[99] [100] [101] [102] [103]
Mapk10	EF	SURVIVAL/GROWTH/Reg. Syn. Transmission	[104] [105] [106] [107] [108] [109] [110] [111] [112] [113] [114]
Nfil3	TF	SURVIVAL	[115] [116] [117]
Nptx2	EF	Neg.Reg.Syn.Transmission	[118] [119] [120] [121]
Npy1r	EF	NEUROGENESIS/Pos.Reg.Syn.trasmission	[122] [123] [124] [125] [126]
Nr4a1	TF	SURVIVAL/anti-GROWTH	[1] [127] [128]
Nr4a2	TF	SURVIVAL/Reg.Syn.transmission	[81] [128] [129] [130] [131] [132]
Nr4a3	TF	SURVIVAL/GROWTH	[19] [128] [133] [134]
NTF3	EF	GROWTH/SURVIVAL	[135] [136] [137] [138] [139] [140] [141] [142]
Pcdh8	EF	Neg.Reg.Syn.Transmission	[143] [144]
Plk2	EF	Neg.Reg.Syn.Transmission	[24] [145]
Ptgs2	EF	SURVIVAL/Pos.Reg.Syn.Transmission	[146] [147] [148] [149] [150] [151]
Rasl11b	EF		[152]
Rgs2	EF	Neg.Reg.Syn.Transmission	[153] [154] [155] [156]
Srf	TF	Reg.Syn. Transmission	[12] [69] [72] [157] [158] [159] [160] [161]

The first column contains the official gene symbol, the second column assigns the role of EF, effector, or TF, transcription factor, while the last column summarizes the validated gene functions, which always refer to tissues or experimental conditions coherent with the present work. For the complete details please refer to the survey presented in the supplementary file S2.

Since it is well established that certain genes/proteins listed in Table 2 can exert different roles according to the cellular context [1] [110] [162] (see file S2 for more details), we also tried to avoid considering functional results obtained from excessive pathological stimuli, which could alter the physiological native role of a gene/protein. For instance in [60] the neurons were treated with *Camptothecin* to cause DNA damage and the *Cbp/p300-interacting transactivator 2*, also known as *Cited2*, was related to the activation of apoptosis: we found these circumstances too dissimilar from the gabazine-treatment of the present work and therefore we decided not to consider this as a functional evidence. The Fig. 1 represents the distribution of the literature-extrapolated functions with respect to the cellular compartments. The similarity between the functions/processes highlighted by GO and those derived from selected literature appears to be good, nonetheless we can make at least two considerations:

**Figure 1:**
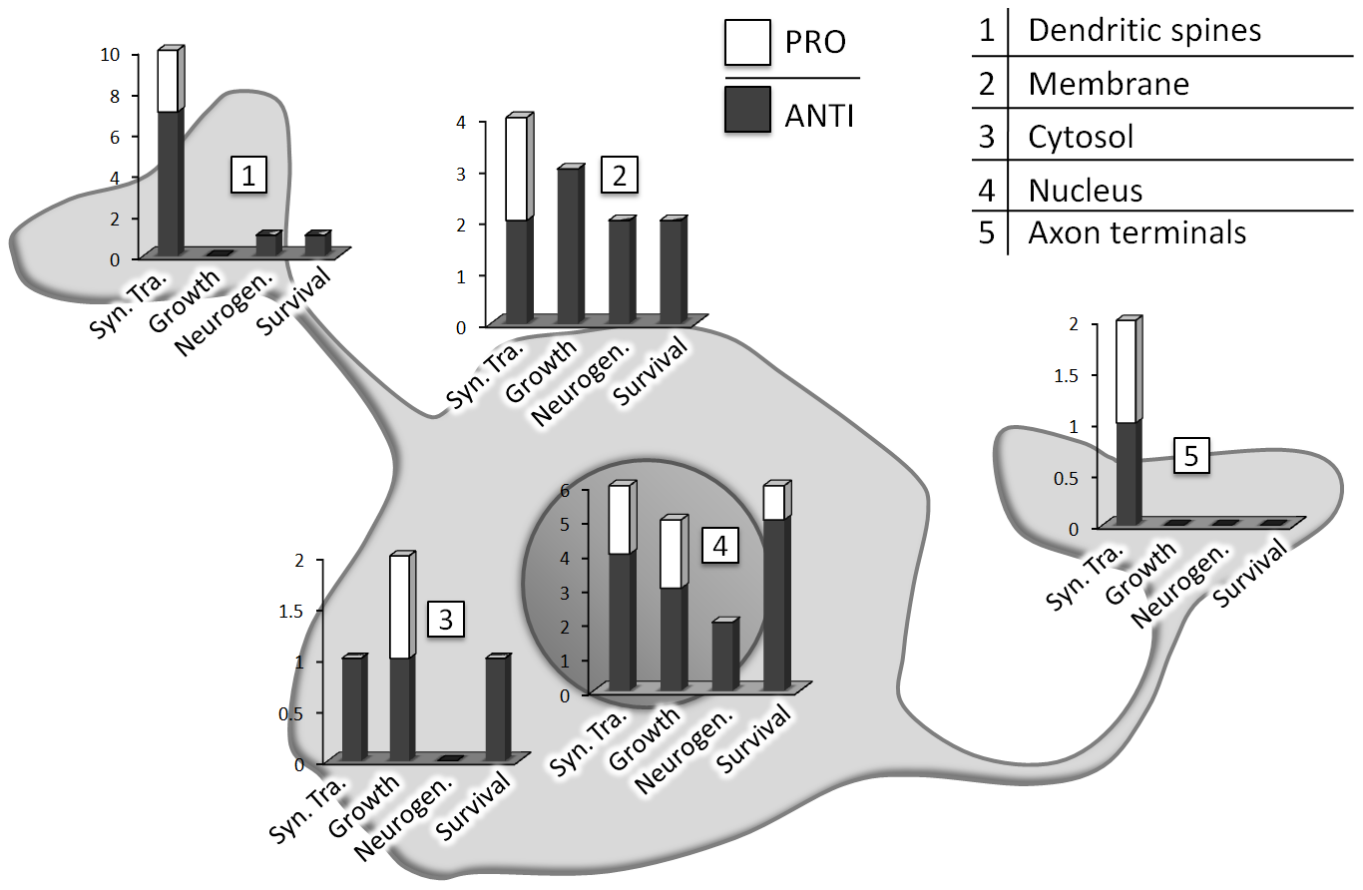
Cellular localization of the functions attributable to the genes up-regulated by GABAr blockage. Gene functions, extracted from findings reported in the literature, are categorized in four main groups, indicated by the terms: Syn.Tra, regulation of synaptic transmission, growth, regulation of growth, neurogen., regulation of hippocampal neurogenesis, survival, regulation of survival. Each gene is counted as PRO when it positively regulates these processes, while it is counted as ANTI when it negatively affects these processes. The cellular compartment of action for each protein(gene) is chosen according to the indications reported in the literature. For example, it has been shown that the pentraxin Nptx2 (neuronal activity–regulated pentraxin) is localized in the excitatory synapses, where it exerts a homeostatic effect by recruiting AMPAr, AMPA receptors, at excitatory projections onto gabaergic interneurons [118]–[121].

1. In regard to the equilibrium of pro and anti-survival genes emerged from the GO, we must point out that the resulting situation from the literature analysis is quite different: instead of an equilibrium, we can actually notice a substantial shift towards pro-survival genes in response to gabazine. This difference arises from a different attribution of functions to the genes *Nr4a1*, *Ptgs2*, *Arc*, *Atf3*, *Gadd45β* and *Nfil3*. 

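Of 10 measured genes of a list of survival genes that neuronal activity regulates, 4 were higher after gabazine and 0 lower in limma when adjusted over the list alone. These were Arc, Nr4a1, Atf3, a stress-induced transcription factor with a log2 fold change of 0.92 (standard error 0.08), and Gadd45g, a stress sensor of growth arrest. Gadd45b, a paralog of Gadd45g that is written Gadd45β in the paper, had 0.88 (standard error 0.34) with 1.08, 0.09 and 1.47 in the pairs and did not pass. All of Nr4a1, Ptgs2, Arc, Atf3, Gadd45b and Nfil3 were higher in all 3 pairs. The median of the list was 1.57, with 1.85, 0.58 and 2.30 in the pairs.
Camera placed the list above the other genes (adjusted p = 4.70e-08), with adjusted p = 0.558 with an estimated correlation. Of the 10 members 6 are genes of Table 2, among them 3 of the 4 that passed, so that the direction of the list is not independent evidence. Over all probe sets limma called 0 members, with 5 higher and 0 lower at an unadjusted p under 0.05.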

More precisely, all of these genes have proven, in the past years, to consistently promote neuron survival by protecting them from various oxidative, genotoxic and exitotoxic stresses; see file S2 for a complete review. (In short, we can confirm that a strong neuroprotective shield is induced by the synaptic activity associated with *GABA-Ar* blockage.)
2. Fig. 1 depicts more clearly how the effector early genes induced by the GABA-A blockade are mainly involved in the regulation of synaptic transmission and are localized in the synaptic terminals. Vice versa, those genes with growth, survival and neurogenesis promoting effects are mainly acting in the nucleus as transcription factors, thus their effects will realize only in conjunction with the subsequent wave of up-regulated genes.

### Gene expression time course

To gain better insights into the mechanisms of the transcriptional response to GabT we decided to investigate whether the up-regulation value found after 1.5 hours (for the genes induced by gabazine) is reached following different temporal dynamics or, on the contrary, all genes share the same induction pattern.

Previous studies [50] [163] [164] have already suggested that, following episodes of synaptic activity or during synaptic plasticity processes, the induced immediate-early-genes (IEGs) are characterized by different up-regulation dynamics: nonetheless, the time-course data collected so far in the literature is mainly obtained by microarray analysis, such as [7] [165], and not by a reliable and accurate RT-PCR analysis: more precisely, the information currently available is limited to time-courses with low temporal resolution, i.e. a few time points, and/or concerning a reduced number of genes, such as [15] [18] [19]. In all of these cases the time-course measurement was not the main aim of the paper, but it was rather an instrument to verify the effects of certain blockers/conditions, therefore a particularly high temporal resolution was simply not needed.

The rat organotypic hippocampal cultures were subjected to a 20 µ*M* gabazine treatment and the total Rna was gathered at 12 different time points spanning from 10 minutes to 95 minutes, with an average inter-sample time (sampling period) of 10 minutes. The procedure was eventually repeated three times, each time with a different twin rats couple, in order to obtain three independent replicas of the time-course, and RT-PCR was then performed for every gene in order to measure the up-regulation values at the different time points. The genes included in the time course analysis are those presented in Table 2. The time points of each replicas were then interpolated with a smoothing spline in order to emphasize the major trend underlying the up-regulation process; afterwards, the three interpolations derived from the replicas were combined into an average one, which was considered as the reference trend in all of the subsequent analysis. As an example, the resulting time course for the *Bdnf* gene (exon IV ) is shown in Fig. 2, together with the original and interpolated results for each replicas.

**Figure 2:**
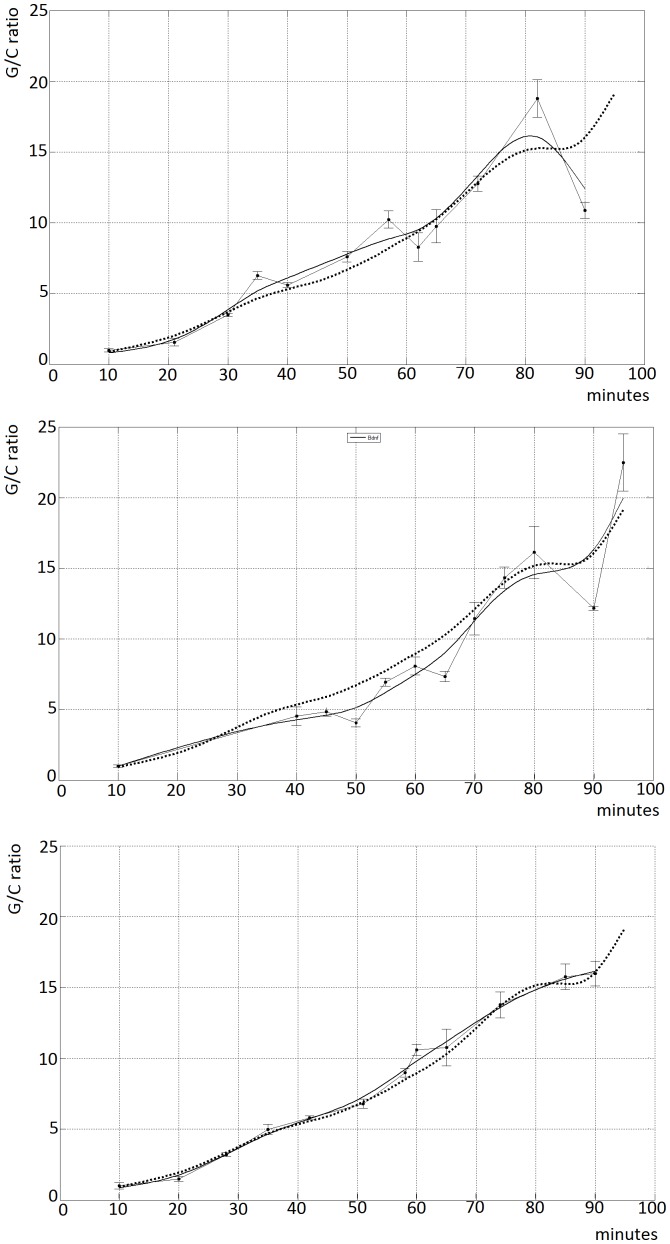
Bdnf time course: Graphs representing the three independent replicas of the Bdnf mRna time course. Time (minutes) on the x-axis, ratio Gabazine/Control on the y-axis. The error-bar plot refers directly to the RT-PCR data. In each of the sub-pictures, it is presented the trend resulting from the single biological replica of the RT-PCR time-course, which is superimposed to the averaged one, calculated as the mean of the three replicates. Thanks to this representation, it is possible to directly compare the single measures (biological replicates) to the averaged one, which eventually was the one used for all of the subsequent clustering analysis. The neurotrophin *Bdnf*, one of the master regulators of learning and memory, will prove in the end to be up-regulated according to a pattern which is representative for almost 50% of the genes of the set under study.

The first step of analysis that we carried out was a clustering of the temporal data, aimed to unveil the existence of distinct temporal patterns. Given that the measured time series are highly non stationary, we decided to discard correlation-based methods in favor of a k-means clustering algorithm based on Euclidean-distance; after a preliminary normalization, which reduced all the expression values of each gene to the interval [0∶1], the Euclidean-distance method proved to be able to correctly group together genes sharing a similar temporal pattern, regardless the absolute values of up-regulation. This methodology is the same applied in [164].

The main drawback of the k-means algorithm is the necessity to manually set k, i.e. the number of desired clusters [166]. The ability of the algorithm to distinguish among potential different temporal dynamics increases as k increases, but, on the contrary, the Z-score of the grouping outcome becomes less significant at higher k values, which means that a random grouping would have produced similar results, as illustrated in Fig. 3A.

**Figure 3:**
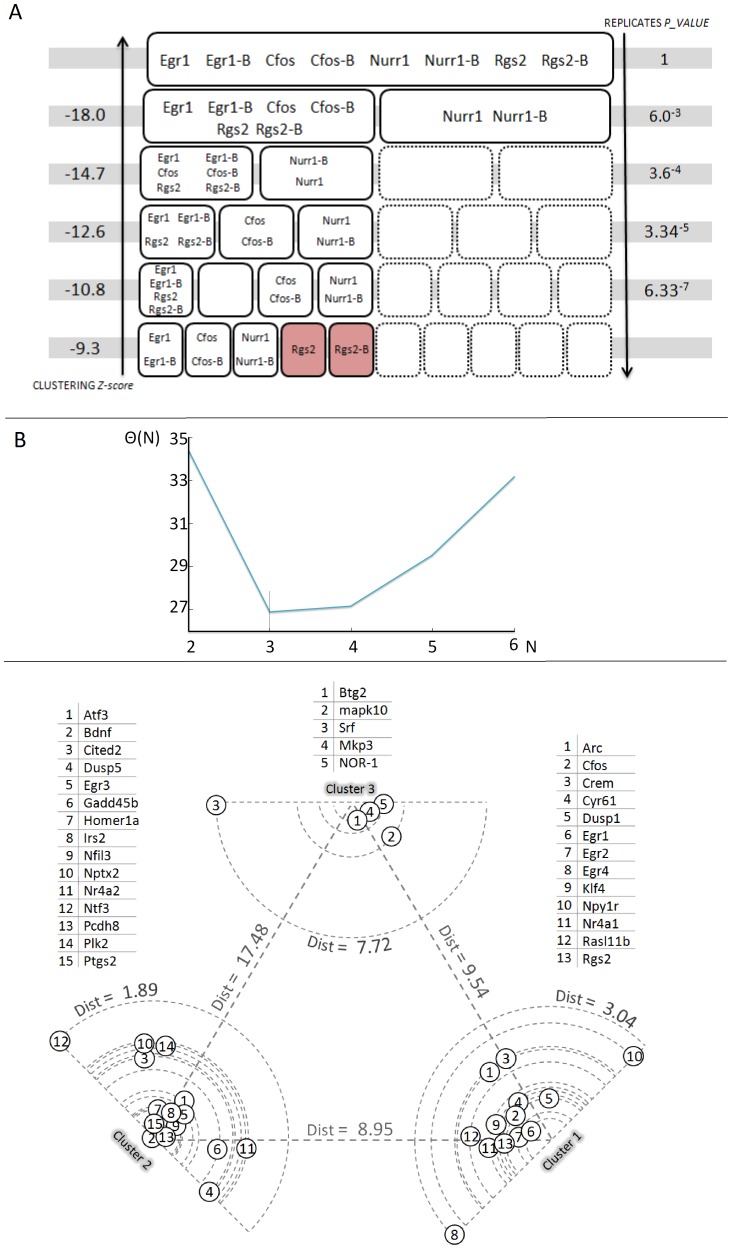
Analysis of the clustering quality for the time course data. A) Outcome of the clustering algorithm, with progressive increase in the number of clusters k: the picture represents, at each different k, the grouping of the 4 couples of alternative primers pointing to the same gene. For k = 2,4,6,8 the alternative primers were correctly grouped together. The “replicas p-value”, on the right, indicates the statistical consistency of the alternative primer grouping, which reaches it maximum value when the algorithm is forced to split the 33 genes into 8 different clusters. On the left, the Z-value of the global clustering, indicating the consistency of the temporal dynamics discrimination. B) Outcome of the algorithm aimed at determining the optimal value for k. The number of clusters N is plotted against a function Θ(N): the minimum of Θ(N), i.e. N = 3, coincides with the optimal value for k. See Materials and Methods section for further details. C) Visual representation, with k = 3, of the distances between trajectories and cluster centroids for all the 33 genes. For each cluster, the genes are disposed at increasing distances from the centroid, proportionally to their normalized Euclidean distances. The distance of the farthest gene is indicated in the proximity of the outer circle. The orientation of the genes reflects the proximity to the remaining two clusters. The distances between the cluster centroids are also indicated.

To further test the consistency of the clustering procedure, we designed four new control primers for the genes *Egr1*, *Cfos*, *Rgs2* and *Nurr1*: these alternative primers point to different exons and different exon-exon junctions with respect to the original ones. With k = 2 the control primers were correctly grouped together with their counterparts, as highlighted in figure 3. Most importantly, even at higher fragmentation levels, with k = 4, k = 6 and k = 8, the control primers remain associated to the proper original ones: the probability that this correct grouping might be due to chance is p = 6.33·10^−7^ when k = 8.

We decided to use the approach described in [167] to determine the optimal value for k in a unsupervised manner; the method is based on the minimization of a function *Θ(N)*, where *N* is the number of clusters. Intuitively, the minimum of *Θ(N)* coincides with the number of clusters where the addition of a further one does not reduce significantly the average intra-cluster distance. More details about this approach are presented in the Materials and Methods section. The final result, presented in Fig. 3B, indicates that k = 3 is the optimal value for the cluster number. In Fig. 3C the outcome of the clusterization process with k = 3 is represented in a two-dimensional plane.

Cluster 1, which comprises genes such as *Arc*, *cFos* and *Klf4*, is characterized by a fast rise in the expression values, which peak at about 50 minutes and subsequently remains steady till the end of the measurement. The *Arc* gene was reported in several works to be rapidly induced by episodes of synaptic activity, with a peak within the first 60 minutes. Thus, for the *Arc* gene, our result is coherent with [168], [169] and [170]; furthermore, it extends the results to the other 12 IEGs characterized with the same dynamic of *Arc*, thus suggesting the existence of a common regulation system responsible for the induction of these faster-rising IEGs. Cluster 2, which comprises genes such as *Bdnf*, *Irs2* and *Homer1a*, is characterized instead by a slower but constant increase, almost linear up to 90 minutes. The differential dynamics characterizing the *Bdnf* gene (cluster 2) with respect to the *Cfos* and *Egr1* genes (cluster 1) are coherent with a previous study [15] of Schaffer-collateral HFS-induced LTP: again, here we extend the results to other 25 IEGs which result to be similar to *Cfos*/*Egr1* or to *Bdnf* dynamics. Besides, the longer lasting duration of *Cited2* (cluster 2) mRna up-regulation with respect to the faster and shorter up-regulation timings of *Cfos* (cluster 1) and *NOR-1* (cluster 3) also recalls the results obtained in [19] with an ECS stimulation of the Dentate gyrus. The last cluster, which is smaller than the previous ones and comprises genes such as *NOR-1* and *Btg2*, presents a marked peak which is concurrent to cluster 1 peak, but that is successively followed by a pronounced decrease of the expression value.

### Relationship between clustering and function

Since previous studies have already supported the notion that temporally clustered genes are likely involved in the same biological functions [165] [171], we next wanted to determine whether it was possible to relate the different temporal profiles previously extracted with particular inherent functions. Therefore, for each temporal cluster of gene expression we performed an enrichment analysis of functional evidence collected in the manually compiled vocabulary, introduced in the “*microarray analysis*” section.

The recent developments in the study of hippocampal plasticity have consolidated the idea that episodes of intense physiological synaptic activity strongly promote neurogenesis [3] [34] [37], growth [2] [97] [136] and survival [1] [36] [150]. Our data confirm the up-regulation of numerous genes endowed with these properties already in the early phase (10–90 minutes) of transcriptional regulation, see Fig. 4, indicating that a strong neuroprotective shield is quickly activated by synaptic activity in organotypic cultures, together with an increase in the Dentate Granule Cells neurogenesis and an increase in the growth rate of neurons and synaptic connections. However, also genes with negative effects on growth (namely *Icer*, *Klf4*, *Nr4a1* and *Mkp-1*) are induced in association with the mentioned majority of positive regulators, see Fig. 4. Interestingly, these four genes were all grouped in the cluster 1 temporal pattern, thus making the cluster 1 significantly enriched with anti-growth properties (p-value≤0.017, Fisher's exact test). Vice versa, the cluster 2 comprises only genes providing a positive effect on growth.

**Figure 4:**
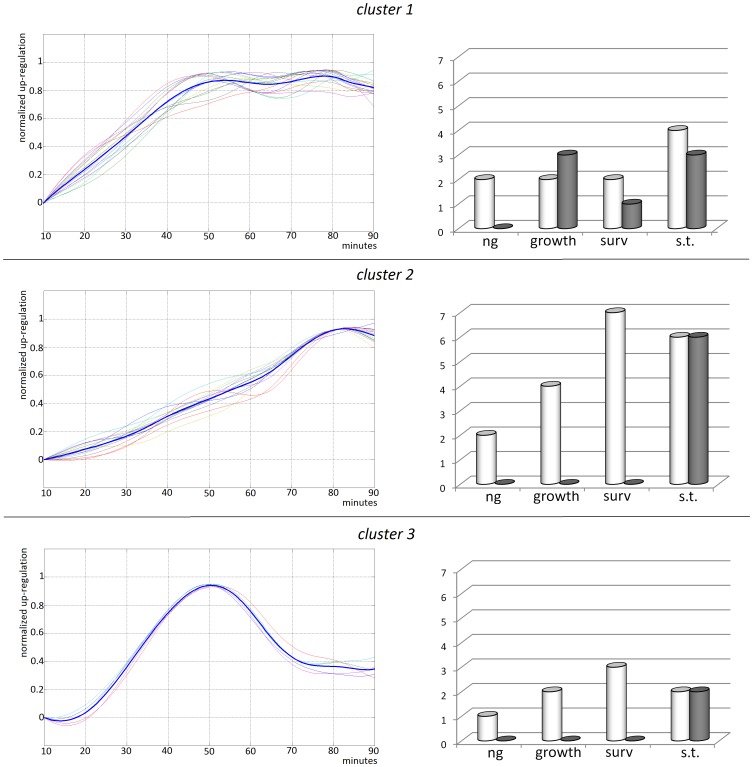
Graphs of time-course data and their associated functions. The bold line, representing the average temporal pattern of each cluster, is superimposed to the patterns of the single genes. The histograms depicts the amounts of positive (white bars) and negative (black bars) regulators of the indicated processes for each cluster: n.g., regulation of hippocampal neurogenesis, growth, regulation of growth, surv., regulation of survival, S.T., regulation of synaptic transmission.

In the past decade the mechanisms involved in the homeostatic regulation of synaptic strength have emerged as a fundamental complement to Hebbian plasticity [172] [173] [174]. In the present work we report that in rat organotypic cultures, following chronic blockade of *GABA-Ar*, many genes involved in homeostatic-scaling (weakening) processes, namely *Narp*/*Nptx2*, *Arc*, *rgs2*, *arcadlin*, *plk2*, *Homer1a*, *Icer*, *Dusp1*, *Dusp3*, *Dusp6*, of which the single contributes to plasticity have been partially unveiled [24] [33] [67] [91] [121] [144] [154], are induced in concert already in the first minutes of synaptic activity, thus suggesting the existence of a sensitive and fast feedback mechanism that is activated almost contextually to the perturbation. As illustrated in Fig. 4, the homeostatic genes are equally spread among the three clusters (p-value≤0.43, Fisher's exact test) indicating that there is no particular relationship between the homeostatic function and the up-regulation timings in the early phase (0–90 min.) of the hippocampal response to perturbation. Interestingly, we noticed that the homeostatic genes are tightly associated, in every cluster, with genes exerting the opposite function, i.e. the potentiation of synaptic transmission, as depicted in Fig. 4. Therefore, differently from the survival and growth functions, for the regulation of synaptic transmission we observe a functional equilibrium between homeostatic-plasticity (weakening) genes and Hebbian-plasticity (potentiation) genes.

Another crucial step of the homeostatic response is the re-establishment of the basal level of active *MAPKs* [15] [111]; this process is carried out mainly by means of a negative feedback loop involving the *MAPKs* themselves, together with the *Dusp* family of phosphatases [72] [76] [134]. Here we report that *Dusp1*, *Dusp5* and *Dusp6* are induced together by GabT, but with different temporal patterns, since they are grouped into different clusters, see Fig. 4. This result, which is coherent with previous studies [175] [176], indicates that each of the *DUSPs* is dynamically tied to a different group of genes: in this way, each cluster of the induced genes is synchronized with a relative homeostatic feedback to the *MAPKs*.

The peculiar distribution of the *Dusp* family members, as well as the in-cluster balance between homeostatic and Hebbian plasticity genes, led us to notice that, concerning the regulation of synaptic transmission, genes endowed with different, but at the same time complementary/counterbalancing, functions seem to be bound together into the same temporal dynamics in order to favor global robustness of the system: indeed in this case the dysregulation of a pathway caused by a pathological state would not create excessive imbalances since the inner genes compensate each other. It is interesting to point out that the present observation about global stability recalls the conclusions of previous work [177], in which a bioinformatic analysis of the CA1 hippocampal intracellular pathways [178] revealed the existence of robustness, stability and adaptability properties.

### Relationship between clustering and regulation

In order to investigate the possible relationships between the different temporal patterns of gene induction and the regulators of gene transcription, we performed an accurate and extensive literature research aimed to recreate the complete network of pathways involved in the regulation of hippocampal gene transcription: the complete survey is available in file S2. By a cross comparison between pathways and transcription factors on one side and time-course patterns on the other side, it emerged that cluster 1, which was characterized by a fast increase in the expression values followed by a flat/stationary state, is particularly enriched in *SRF*, serum response factor, dependent regulations (p-value≤0.02, Fisher's exact test). On the contrary, the cluster 2 does not present any *SRF* dependent regulation (p - value≤0.05 ). This data indicates that the *SRF* dependent regulation is consistently biased towards the cluster 1, which is the cluster of genes such as *Arc*, *Cfos*, *Cyr61*, *Egr1* and *Egr2*, all of which have shown to be regulated by Serum Response Factor in various plasticity models [69] [179] [180] [181] [182] [183].

To assess the validity of the above mentioned SRF regulatory evidence for the genes *Arc*, *Cfos*, *Cyr61*, *Egr1* and *Egr2* in our model of hippocampal plasticity, i.e. GabT of organotypic cultures, we performed *chip* (*chromatin immunoprecipitation*) experiments to detect *SRF* binding levels in their promoters during GabT. Besides, we carried out an *in silico* analysis of the promoters of the remaining 8 genes belonging to the same cluster in order to detect other possible active *CArG* boxes, the DNA sequence motif *CC[A/T]_6_GG* that has a high affinity for SRF. As a result, *CArG* boxes conserved among humans, rats and mice were found in the upstream region of *RGS2* and *NR4A1* genes, respectively at −5 kb and −123-111; therefore, those genes were included in the chip experiment together with the previous ones. The results of *chip*, presented in Fig. 5, show that a strong SRF signal was detected in *Arc*, *Cfos*, *Cyr61*, *Egr1* and *Egr2* and *Nr4a1* while no significant signal was found for *RGS2*, indicating that the latter gene is likely not to be regulated by *SRF* in our plasticity model.

**Figure 5:**
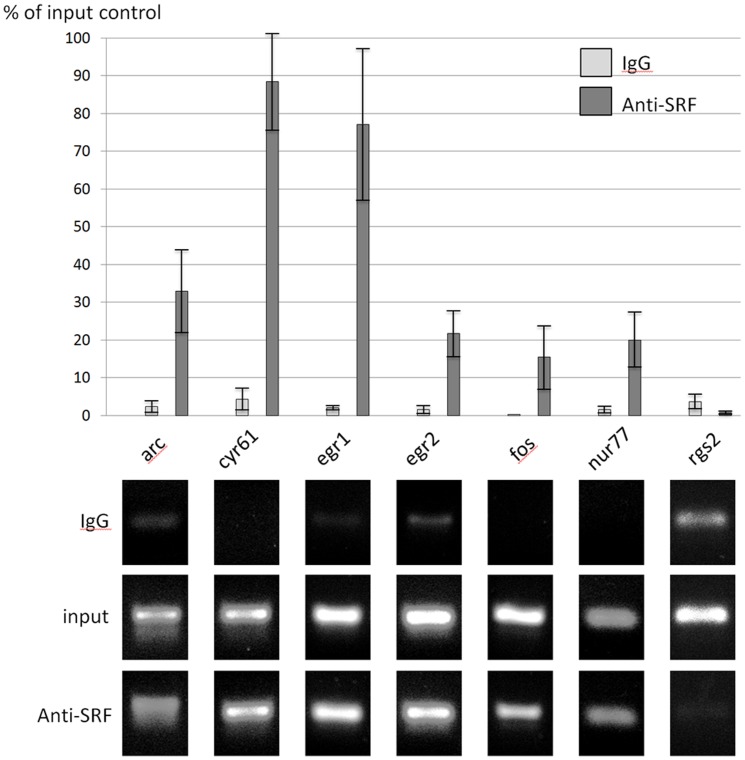
Analysis of SRF binding sites by chromatin immunoprecipitation. Chromatin fragments of hippocampal organotypic cultures were immunoprecipitated with anti-SRF antibody. A) Immunoprecipitation levels normalized to input control: the s.e.m. is calculated over three different replicas. B) Immunoprecipitation of each promoter region, together with input control and IgG antibody, was amplified by PCR. Each sample is derived from three independent replicas.

## Discussion

The present article identifies three different dynamical patterns in the early-phase (10–90 min) of the transcriptional response induced by GabT of organotypic hippocampal cultures and provides novel information about the role of Serum Response Factor. The blockage of GABA-A ionotropic channels by means of gabazine/bicuculline/PTX is a widespread [1] [145] [184] [185] model of plasticity where the increased synaptic activity triggered by GabT leads to the up-regulation of a plethora of activity-dependent genes. While the electrophysiology of GABA-A antagonists in organotypic hippocampal cultures has been extensively studied [6] [24], the relative variations in the transcriptome have been so far conducted in dissociated cultures [1] [5] [7] [186]. This last aspect prompted us to develop a preliminary assessment with a microarray-based transcriptome profiling.

The Gene Ontology analysis of microarray data revealed that the major functions of the 346 genes up-regulated by GabT (p-value≤0.005) are related to the regulation of synaptic transmission, calcium ions transport, transcription, apoptosis, feeding behavior, learning and memory. 

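For calcium transport and feeding, the fixed lists of genes stood close to 0 by their medians. These lists are not the GO terms of Table 1, and the GO enrichment was not rerun. Their medians therefore do not test the enrichment that the paper reports. Of 34 calcium channel subunits, pumps and release channels of the stores, the largest difference was that of Cacng3, an auxiliary protein of AMPA receptors related to the calcium channel subunits, with a log2 fold change of 0.34 (standard error 0.15) and 0.54, 0.00 and 0.50 in pairs 1, 2 and 3. The median of this list was 0.03. Of 25 feeding neuropeptides and receptors, the largest difference was that of Mchr1, at 0.61 (standard error 0.51). Npy1r, a receptor of neuropeptide Y that Table 2 lists, had 0.53 (standard error 0.32) with -0.21, 1.06 and 0.74 in the pairs. The median of this list was 0.05.
In limma 0 genes of either list passed over all probe sets or when adjusted over the list alone, with 1 gene of each list higher and 0 lower at an unadjusted p under 0.05. Camera gave an adjusted p = 0.103 for the calcium list (adjusted p = 0.558 with an estimated correlation) and an adjusted p = 0.201 for the feeding list (adjusted p = 0.671 with an estimated correlation). The calcium list passed at 0.0183 without pair 3 and at 0.0247 with the mean of all probe sets of a gene, and the feeding list at 0.0382 without pair 2, at 0.0181 without the pairing and at 0.0122 without the 40% dimmest probe sets. The planned settings ranged from 0.0183 to 0.983 for the calcium and from 0.0122 to 0.791 for the feeding list.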

With respect to apoptosis regulation, the GO analysis further indicates that both positive and negative regulators of survival are up-regulated in organotypic cultures and therefore the general effects of GabT on cell fate seems not to be predictable. Nevertheless, a manual annotation of the gene functions actually revealed that GabT promotes a push towards survival, neurogenesis and neuroprotection, confirming the results obtained in dissociated cultures [1] [185] and extending them to the case of hippocampal organotypic cultures.

To further investigate the dynamics underlying the early-phase of the regulation of activity-dependent genes, we developed the quantification of a high temporal resolution time course, ranging from 10 to 90 minutes, with an average inter-sample time of 10 minutes. The trajectories of the 33 genes included in the time-course were subjected to a unsupervised k-means clustering: the unsupervised clustering identified three different dynamical patterns, as depicted in Fig. 3 and Fig. 4. By crossing the cluster grouping with the gene functions listed in the manually compiled vocabulary (see file S2) we found that the group of genes characterized by a fast rise to a plateau value (cluster 1) seems to be significantly (p-value<0.05) provided with anti-growth and anti-survival properties. Since this cluster is characterized by the fastest response, peaking already at 50 minutes, this data suggests that a rapid activation of negative regulators of growth, possibly involved in the initial disassembly of existent structures, is subsequently followed by an induction of growth promoting genes (cluster 2, slow up-regulation).

Besides, we also found that cluster 1 is also enriched in *SRF*, serum response factor, dependent regulations (p-value≤0.02, Fisher's exact test). Interestingly, in a previous work [187] with dissociated cultures we showed that the genes *Nr4a1*, *Arc*, *Egr1*, *Egr2* and *Egr3*, which belong, in the present paper, to cluster 1 (with the exception of Egr3), are characterized by a marked dependence on *MAPK*-dependent regulation when compared to *Bdnf* and *Homer1a*, which instead here belong to cluster 2. Moreover, a strong dependence *Dusp1* and *Fos*, which again belong to cluster 1, on *MAPK* regulation was previously emphasized in rat neuroendocrine cells [188] [189]. These data suggest that the cluster is particularly dependent on *SRF*/*MAPK* and motivated us to investigate whether the aforementioned *SRF* dependent regulations, which were extrapolated from the literature and derived from different experimental conditions, are still valid in the case of GabT of organotypic cultures.

To this end, we performed chip, chromatin immunoprecipitation, for detecting *SRF* binding levels during GabT and we found that *Cyr61*, *Egr1*, *Egr2*, *Fos* and *Arc* present a significant *SRF* binding signal. While genes *Fos* and *Egr1* have already been reported to be regulated by *SRF* in hippocampal organotypic cultures [179], ours is the first report for genes *Cyr61*, *Arc* and *Egr2*.

To complete the survey of working *CArG* boxes in cluster 1, we analyzed the sequences upstream of *TSS* for the remaining genes and we found conserved *CArG* boxes also upstream of *Rgs2* and *Nr4a1*. Eventually, the chip assay revealed that the *Nr4a1 CArG* box presents a significant SRF signal while no signal was found for *Rgs2*. This result is interesting in particular for *Nr4a1* gene, for which the functionality of the aforementioned *CArG* box has so far provided motley evidences. In fact, in serum stimulation of *NIH-3T3* fibroblasts [190] and platelet-derived growth factor (*PDGF*) stimulation of *T98G*-glioblastoma [181] the *CArG* box has proven to be functional but in hippocampal neuronal cultures [191] [192], cerebellar cortex [127] and in vivo [193] conditions general findings are in favor of a *CREB* and *MEF2* determinant role. Therefore, our latter result suggests that, in organotypic cultures, *SRF* may play a role in the regulation of *Nr4a1* gene during the intense synaptic activity triggered by GabT.

In conclusion, this study provides novel insights into the early dynamics of transcriptional regulation in a plasticity model, showing how a large group of co-expressed activity-dependent genes is characterized by consistently different patterns of induction in the first 90 minutes of tissue response and linking these patterns to different inherent functions and regulatory mechanisms. We believe that unveiling the finest tuning in the regulatory dynamics of plasticity is the key step to gain a more quantitative awareness of the phenomenon.

## Materials and Methods

### Ethics Statement

Rat hippocampi were dissected from Wistar rats (P4–P5), in accordance with the regulations of the Italian Animal Welfare Act, and the procedure was approved by the local authority veterinary service (Dr. R Zucca). Every possible effort was taken in order to minimize both the number and the suffering of used animals. The experiments were carried out in accordance with the European Communities Council Directive of 24 November 1986 (86/609/EEC) and formal approval for experimental procedures was provided by the Ministry of Health(protocol 13/97–A).

### Tissue, pharmacology and Rna extraction

Rat hippocampi were dissected from Wistar rats (P4–P5). Organotypic cultures were prepared following the roller tube method [194]. Gabazine was purchased from Tocris (Bristol, UK). Gabazine treatment (GabT) for microarray samples consisted in treating the cultures for 90 min with 20 µ*M* of gabazine, a specific GABA-A receptor antagonist [195]. Gabazine treatment (GabT) for time course samples consisted in treating the cultures with 20 µ*M* of gabazine for a variable time with time samples ranging from 10 minutes to 90 minutes. The total RNA for the microarray samples and the time-course samples was extracted using the TRIzol reagent (Sigma, Milano, Italy) according to the manufacturer's instructions followed by a DNase I (Invitrogen, Carlsbad, California, USA) treatment to remove any genomic DNA contamination. The total RNA was further purified using RNeasy Mini Kit Column (Qiagen, Valencia, CA) and subsequently quantified by ND-1000 Nanodrop spectrophotometer (Agilent Technologies, Palo Alto, CA).

### Analysis of Microarray data and P-value calculation

For the microarray data, three biological replicas were collected at 90 min of GabT and Standard Affymetrix protocols were applied for amplification and hybridization. Gene profiling was carried out with the Affymetrix RAT2302 GeneChip containing 31099 probes, corresponding to 14181 probes with a gene symbol. Low level analysis was performed using an Robust Multi-array Average (RMA) algorithm [196] directly on the scanned images.

Data were organized in matrices “*m*×*n*” (*m*, number of genes; *n*, number of replicas). Two samples were considered: an untreated culture (*C_ij_: i = 1,..,n j = 1,..,m*), a culture treated with gabazine (*G_ij_*). Data were analyzed by considering log_2_ changes of gene expression in each replicas against its own untreated control, that is, log_2_ (*G_ij_/C_ij_*). Thus, from the microarray data we obtained an “*m*×*n*” ratio-matrix for each treatment. Considering the three replicas as independent variables, this matrix was treated as a multivariate variable in three dimensions. 

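The joint distribution was computed here as the share of probe sets whose log2 ratio is at least as high in all 3 replicas. Every probe set of Table A has a share of 0.005 or less, and the largest share among the 98 probe sets with a ratio above 2 is 0.00106. These include all those of Nr4a1, Arc and Egr2 with such a ratio. Of the probe sets with a share of 0.005 or less, 668 had a log2 ratio above 0 in all 3 replicas, and they name 450 genes with 1 symbol. Counted in the lower direction, 2265 probe sets stood at 0.005 or less, and 1071 of them were below 0 in all 3 replicas. Where the ratios were put in random order within each replica, which breaks every link between the replicas, 2880 to 2991 probe sets had a share of 0.005 or less in 10 such orders. Replicas that rank the probe sets alike give fewer such shares, so these orders are no chance level for the real count.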

We derived the empirical cumulative distribution function with upper and lower bounds of the multivariate variable, using the Kaplan–Meier estimator (Kaplan and Meier, 1958) so to assign a p-value to all the genes and select the most significant ones. The microarray data can be found in the GEO database, accession number: GSE46864.

### GO enrichment analysis

GO enrichment analysis for microarray data was performed with Gene David [197] (http://david.abcc.ncifcrf.gov/). GO analysis for the manually annotated vocabulary was performed according to the following formulas:

The probability to have exactly 

 genes characterized with a certain “GO term” (for example, “SRF regulation” or “positive regulation of synaptic transmission”), in a cluster of dimension *n*, is
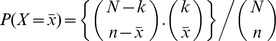
Where N is the total number of genes(elements), n is the dimension of the cluster, k is the total number of genes(elements) which present the “GO term” under consideration. The cumulative probability to have an amount of terms equal or higher than 

, in a cluster of dimension *n*, is
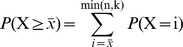

### Quantitative RT-PCR and time-course analysis

For the time course experiment, the expression level of the target mRNA was quantified bt RT-PCR. RNA (250 ng) was reverse-transcribed using SuperScript II reverse transcriptase and random hexamer (Invitrogen). qRT-PCR was performed using iQ SYBR Green supermix (Bio-Rad, Munich, Germany) and the iQ5 LightCycler (Bio-Rad). Gene specific primers were designed using Primer3 [198](http://frodo.wi.mit.edu/). The thermal cycling conditions comprised 3 min at 95C, and 45 cycles of 10 sec for denaturation at 95C and 45 sec for annealing and extension at 58C. The expression level of the target mRNA was normalized to the relative ratio of the expression of Gapdh mRNA. Fold change calculations were made between treated and untreated samples at each time point using the DDCT method. Three organotypic cultures were used for each sample. The 36 primers used for the time course analysis are provided in table B in file S1.

The resulting time-course data-set consists of three biological replicas, each one containing 12 time points ranging from 10 m to 90 m. Each raw data time-course replicas obtained from RT-PCR data was independently fitted with a smoothing spline (Matlab environment) and normalized to the [0∶1] interval. Subsequently, the three replicas were jointed together and analyzed via a k-means clustering, based on Euclidean distance (same method as [[164]]). To identify the optimal number of clusters we adopted the approach proposed in [167]. Briefly, a function
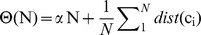
is computed at every *k*, i.e. cluster number. *N* is the number of clusters, *dist(c_i_)* is the intra-cluster distance, i.e. the scaled average squared distance between shapes in the cluster *c_i_* and *α* is a parameter controlling the grain of the clustering. The minimum of the function *Θ(N)* corresponds to the optimal number of clusters.

The enrichment score for the transcription factors regulatory evidences was computed using the same approach described in one of the previous section, “Analysis of Microarray data”.

### Identification of upstream sequences and transcription factor binding sites

The 10 k-bp upstream regions for mouse, rat and human of the cluster 1 genes were extracted from *mapviewer* (http://www.ncbi.nlm.nih.gov/mapview/). To identify the putative transcription factor binding sites within each upstream sequence, a preliminary verification of the conserved regions among mouse, rat and human was performed by aligning the sequences with *blast-bl2seq* (http://blast.ncbi.nlm.nih.gov/Blast.cgi), using a word letter size 16. To refine the blast results a further analysis was carried out with *Evoprinter* (http://evoprinter.ninds.nih.gov/) [199]. Finally, conserved domains were analyzed with *Jaspar* [200] (http://jaspar.cgb.ki.se/), using the MA0083.1 *SRF* binding matrix with a threshold score of 0.8.

### Chromatin immunoprecipitation

The chromatin immunoprecipitation assay was performed using the MAGnify Chromatin Immunoprecipitation System (Invitrogen, Catalog Number49-2024) according to the manufacturer's instructions with slight modifications. Briefly, organotypic cultures (ten cultures per condition) were cross-linked at room temperature, immediately after the GabT, using a PBS solution with formaldehyde 1%. Shearing was performed with a MSE Soniprep 150 (7 pulses of 5 seconds) to yield an average length of 300 bp. Samples were immunoprecipitated with 10 ug of anti-SRF antibody (Santa Cruz Biotechnology, Heidelberg, Germany, cat.no sc-335x) and with 1 ug of anti-rabbit IgG negative control antibody. Promoter specific primers were used for amplification:

*Nr4a1 Forward*: 5′-TTAAGAGGTGGGTCGGGTTC-3′

*Reverse*: 5′-GCAATCCTTCTCGCACACTA-3′

*C-fos*: *Forward*: 5′-CTCGCCTTCTCTGCCTTTC-3′

*Reverse*: 5′-GTAGGATTTCGGGGATGGTT-3′

*Egr1*: *Forward*: 5′-TGGGAGGTCTTCACGTCACT-3′

*Reverse*: 5′-GAATCGGCCTCTATTTCAAGG-3′

*Egr2*: *Forward*: 5′-ATGTGACCGGCAAAAGCTAC-3′

*Reverse*: 5′-AATGAATCGCTGCTCTCTCAG-3′

*Cyr61*: *Forward*: 5′-TCAAGAATGCCTTGTGGTTG-3′

*Reverse*: 5′-ACGGGGTAGAAGGAGGTGAT-3′

*Rgs2*: *Forward*: 5′-TGCCACCCCAGTAGTTACG-3′

*Reverse*: 5′-TTTGCCGAGAGATGAACAGA-3′

*Arc*: *Forward*: 5′-GTGGGGAAGCTCCTTGCT-3′

*Reverse*: 5′-CCAGTTAGAGGGCGGTGTT-3′

## Supporting Information

File S1 **Supplementary tables.** - Supplementary Table A: The complete list of microarray probes/genes. - Supplementary Table B: List of primers used for the time course analysis. - Supplementary Table C: RT-PCR validation data.
(DOCX) Click here for additional data file.

File S2 **Supplementary notes.**
(DOCX) Click here for additional data file.

# Supplementary material for: Early Phase of Plasticity-Related Gene Regulation and SRF Dependent Transcription in the Hippocampus
**Source:** PLoS One. 2013 Jul 23;8(7):e68078. doi: 10.1371/journal.pone.0068078
**Supplement:** File S1 — Supplementary tables. - Supplementary Table A: The complete list of microarray probes/genes. - Supplementary Table B: List of primers used for the time course analysis. - Supplementary Table C: RT-PCR validation data.

**SUPPLEMENTARY TABLES for**

**Early phase of plasticity-related gene regulation and SRF dependent transcription in the hippocampus.**

*Giovanni Iacono^1^, Claudio Altafini^1^ and Vincent Torre^1,2,*^*

**Table A** Microarray results

**Table B** List of primers used in the time-course analysis

**Table C** RT-PCR data

**Table A**

Microarray results: the first three columns present the information concerning the affymetrix probe details (probe_ID, gene name and gene description). The columns “Abs.V.” contains the absolute values of the probe intensities, averaged over the theee biological replicates. The last column, “Ratio”, contains the ratio between gabazine treated and untreated samples, averaged over the three biological replicates.

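The ratios of Table A are the geometric means of the 3 ratios of the deposited log2 values, and the largest difference between the table and the values computed here is 0.005. For Rgs2 the ratio computed here is 3.15, for Klf4 2.22 and for Plk2, a kinase of the Polo family, 1.67. The column of absolute values equals the sum of the mean log2 intensities of the untreated and of the gabazine-treated samples, with a largest difference of 0.005. A geometric mean gives a pair with a very high ratio less weight than an arithmetic mean, under which 266 probe sets had a ratio above 2.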

**Table B**

List of the primer pairs used in the time-course analysis.

***Atf3***

LEFT PRIMER 5'-**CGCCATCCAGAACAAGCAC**-3'

RIGHT PRIMER 5'-**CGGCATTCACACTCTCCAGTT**-3'

***Arc***

LEFT PRIMER 5'-**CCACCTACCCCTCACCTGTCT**-3'

RIGHT PRIMER 5'-**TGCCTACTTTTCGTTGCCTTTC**-3'

***Bdnf***

LEFT PRIMER 5'-**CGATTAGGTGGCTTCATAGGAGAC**-3'

RIGHT PRIMER 5'-**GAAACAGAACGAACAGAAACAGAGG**-3'

***Btg2***

LEFT PRIMER 5'-**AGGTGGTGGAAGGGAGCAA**-3'

RIGHT PRIMER 5'-**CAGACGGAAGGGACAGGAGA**-3'

***Cfos***

LEFT PRIMER 5'-**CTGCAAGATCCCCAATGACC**-3'

RIGHT PRIMER 5'-**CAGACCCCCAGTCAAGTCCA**-3'

***CfosB***

LEFT PRIMER 5'-**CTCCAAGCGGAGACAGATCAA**-3'

RIGHT PRIMER 5'-**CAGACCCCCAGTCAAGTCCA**-3'

***Cited2***

LEFT PRIMER 5'-**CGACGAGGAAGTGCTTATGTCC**-3'

RIGHT PRIMER 5'-**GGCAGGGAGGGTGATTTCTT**-3'

***Crem***

LEFT PRIMER 5'-**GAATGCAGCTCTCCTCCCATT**-3'

RIGHT PRIMER 5'-**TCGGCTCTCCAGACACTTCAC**-3'

***Cyr61***

LEFT PRIMER 5'-**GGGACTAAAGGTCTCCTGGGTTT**-3'

RIGHT PRIMER 5'-**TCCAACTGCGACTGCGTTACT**-3'

***DUSP1***

LEFT PRIMER 5'-**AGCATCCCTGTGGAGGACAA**-3'

RIGHT PRIMER 5'-**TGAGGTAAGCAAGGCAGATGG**-3'

***DUSP5***

LEFT PRIMER 5'-**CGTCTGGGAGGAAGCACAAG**-3'

RIGHT PRIMER 5'-**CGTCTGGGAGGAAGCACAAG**-3'

***Dusp6***

LEFT PRIMER 5'-**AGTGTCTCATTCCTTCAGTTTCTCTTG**-3'

RIGHT PRIMER 5'-**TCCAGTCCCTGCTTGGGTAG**-3'

***Egr1***

LEFT PRIMER 5'-**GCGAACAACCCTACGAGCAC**-3'

RIGHT PRIMER 5'-**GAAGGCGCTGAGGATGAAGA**-3'

***Egr1B***

LEFT PRIMER 5'-**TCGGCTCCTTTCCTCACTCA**-3'

RIGHT PRIMER 5'-**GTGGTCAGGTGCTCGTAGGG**-3'

***Egr2***

LEFT PRIMER 5'-**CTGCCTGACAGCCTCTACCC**-3'

RIGHT PRIMER 5'-**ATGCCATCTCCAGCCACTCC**-3'

***Egr3***

LEFT PRIMER 5'-**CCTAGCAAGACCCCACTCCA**-3'

RIGHT PRIMER 5'-**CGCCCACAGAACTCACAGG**-3'

***Egr4***

LEFT PRIMER 5'-**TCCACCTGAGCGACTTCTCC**-3'

RIGHT PRIMER 5'-**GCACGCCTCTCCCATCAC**-3'

***Gadd45b***

LEFT PRIMER 5'-**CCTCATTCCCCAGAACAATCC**-3'

RIGHT PRIMER 5'-**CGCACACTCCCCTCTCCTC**-3'

***Homer1***

LEFT PRIMER 5'-**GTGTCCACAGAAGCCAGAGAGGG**-3'

RIGHT PRIMER 5'-**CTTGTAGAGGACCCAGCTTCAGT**-3'

***Irs2***

LEFT PRIMER 5'-**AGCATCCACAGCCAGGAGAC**-3'

RIGHT PRIMER 5'-**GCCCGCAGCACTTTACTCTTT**-3'

***Klf4***

LEFT PRIMER 5'-**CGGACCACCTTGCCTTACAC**-3'

RIGHT PRIMER 5'-**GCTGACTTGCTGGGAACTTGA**-3'

***Mapk10***

LEFT PRIMER 5'-**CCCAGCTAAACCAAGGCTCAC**-3'

RIGHT PRIMER 5'-**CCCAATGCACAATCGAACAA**-3'

***Nfil3***

LEFT PRIMER 5'-**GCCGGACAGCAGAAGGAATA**-3'

RIGHT PRIMER 5'-**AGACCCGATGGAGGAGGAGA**-3'

***Nptx2***

LEFT PRIMER 5'-**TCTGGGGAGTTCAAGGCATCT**-3'

RIGHT PRIMER 5'-**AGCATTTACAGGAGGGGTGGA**-3'

***Npy1r***

LEFT PRIMER 5'-**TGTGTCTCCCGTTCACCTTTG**-3'

RIGHT PRIMER 5'-**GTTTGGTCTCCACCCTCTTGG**-3'

***Nr4a1***

LEFT PRIMER 5'-**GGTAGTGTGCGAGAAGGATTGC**-3'

RIGHT PRIMER 5'-**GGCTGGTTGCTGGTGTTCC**-3'

***Nr4a2***

LEFT PRIMER 5'-**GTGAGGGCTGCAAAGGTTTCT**-3'

RIGHT PRIMER 5'-**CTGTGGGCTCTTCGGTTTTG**-3'

***Nr4a3***

LEFT PRIMER 5'-**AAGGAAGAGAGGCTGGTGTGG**-3'

RIGHT PRIMER 5'-**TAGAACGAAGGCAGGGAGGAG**-3'

***Ntf3***

LEFT PRIMER 5'-**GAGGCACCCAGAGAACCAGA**-3'

RIGHT PRIMER 5'-**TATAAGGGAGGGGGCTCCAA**-3'

***Pcdh8***

LEFT PRIMER 5'-**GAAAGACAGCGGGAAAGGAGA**-3'

RIGHT PRIMER 5'-**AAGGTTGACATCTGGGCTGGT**-3'

***Plk2***

LEFT PRIMER 5'-**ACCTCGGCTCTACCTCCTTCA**-3'

RIGHT PRIMER 5'-**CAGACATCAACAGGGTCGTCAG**-3'

***Ptgs2***

LEFT PRIMER 5'-**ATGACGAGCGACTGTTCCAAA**-3'

RIGHT PRIMER 5'-**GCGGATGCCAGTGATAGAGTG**-3'

***Rasl11b***

LEFT PRIMER 5'-**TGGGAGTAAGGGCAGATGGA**-3'

RIGHT PRIMER 5'-**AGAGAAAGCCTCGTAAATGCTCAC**-3'

***Rgs2***

LEFT PRIMER 5'-**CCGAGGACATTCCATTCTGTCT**-3'

RIGHT PRIMER 5'-**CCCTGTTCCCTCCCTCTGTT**-3'

***Rgs2B***

LEFT PRIMER 5'-**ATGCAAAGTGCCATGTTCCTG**-3'

RIGHT PRIMER 5'-**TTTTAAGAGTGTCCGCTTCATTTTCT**-3'

***Srf***

LEFT PRIMER 5'-**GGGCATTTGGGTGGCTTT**-3'

RIGHT PRIMER 5'-**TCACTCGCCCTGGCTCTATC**-3'

**Table C**

Table containing the list of 33 genes whose up-regulation was confirmed by RT-PCR. The first column contains the official gene symbol and the second and last column contain respectively the average (mean) up-regulation and the standard deviation as observed in three biological replicates.

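RT-PCR measures each transcript with its own pair of primers, while the array ratio comes from the brightest probe set that the annotation names for the gene, or that Table A names where the annotation names none. For Egr3 that probe set is dim, with a ratio of 1.25, and a brighter one that only Table A names has 2.33. For Homer1 the brightest probe set has a ratio of 0.929, which is used below, and another has 8.50. Which of them measure Homer1a was not determined. For 32 genes and 35 primer pairs both can be compared, and the RT-PCR value of the paper is above the array ratio for 33 primer pairs. Arc had an array ratio of 6.88, Egr4 4.72 and Pcdh8, a protocadherin, 3.12, and the paper's reported values are 7.36, 4.89 and 3.48. Nr4a1 had an array ratio of 6.20, and the paper's reported value is 120.87. Bdnf had an array ratio of 2.67, and the paper's reported value is 18.77. The paper names exon IV for its time course of Bdnf, and which transcripts of Bdnf the probe set measures was not determined. Btg2 is above its RT-PCR value on the array, at 4.51 against the paper's reported value of 2.49. The median of the RT-PCR value over the array ratio was 1.92. Across the 32 genes, which are not independent replicates, the log2 values had a Pearson r of 0.523 (permutation p = 0.002) and a Spearman rho of 0.509 (permutation p = 0.003), and r was 0.421 without the 2 genes farthest from the median array value. With the brighter probe set of Egr3, r was 0.536 and rho 0.546. Of these coefficients only the 2 over the annotated probe sets of all 32 genes were tested, and both p-values are 0.003 after the Benjamini-Hochberg adjustment over the 2.

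**Figure D4:**
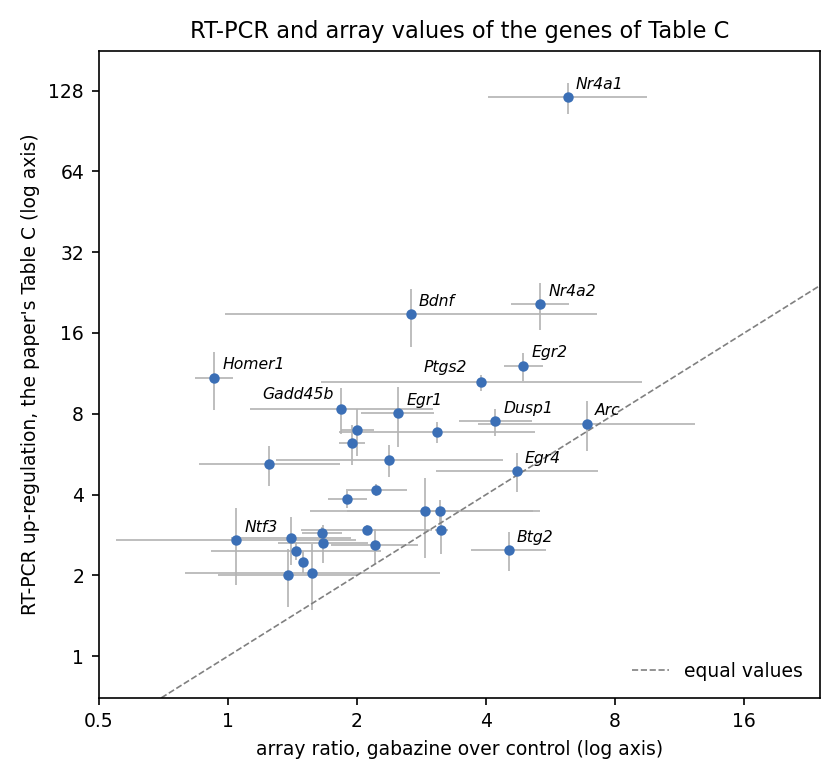
RT-PCR up-regulation in the paper's Table C against the array ratio of gabazine over control, both on log axes, with 1 point per gene of 32. Vertical bars are the paper's SD, horizontal bars are 1 SD of the 3 log2 ratios, and the dashed line marks equal values, above which Nr4a1 lies farthest.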

| **GENE NAME** | **AVERAGE UP-REGULATION** | **STD** |
| --- | --- | --- |
| Atf3 | 3,85 | 0,28 |
| Arc | 7,36 | 1,54 |
| Bdnf | 18,77 | 4,58 |
| Btg2 | 2,49 | 0,42 |
| Cfos | 6,94 | 1,38 |
| Cfos_B | 4,45 | 0,73 |
| Cited2 | 2,89 | 0,14 |
| Crem/Icer | 2,75 | 0,56 |
| Cyr61 | 3,47 | 1,14 |
| Dusp1 | 7,49 | 0,87 |
| Dusp5 | 6,84 | 0,59 |
| Dusp6 | 2,01 | 0,49 |
| Egr1 | 8,05 | 2,05 |
| Egr1_B | 6,84 | 1,44 |
| Egr2 | 12,07 | 1,46 |
| Egr3 | 5,20 | 0,88 |
| Egr4 | 4,89 | 0,81 |
| Gadd45b | 8,33 | 1,62 |
| Homer | 10,90 | 2,66 |
| Irs2 | 2,95 | 0,13 |
| Klf4 | 4,17 | 0,22 |
| Mapk10 | 2,05 | 0,56 |
| Nfil3 | 5,37 | 0,73 |
| Nptx2 | 3,54 | 0,35 |
| Npy1r | 2,47 | 0,19 |
| Nr4a1 | 120,87 | 15,94 |
| Nr4a2 | 20,53 | 4,06 |
| Nr4a3 | 6,23 | 1,06 |
| Ntf3 | 2,70 | 0,86 |
| Pcdh8 | 3,48 | 0,35 |
| Plk2 | 2,65 | 0,43 |
| Ptgs2 | 10,48 | 0,72 |
| Rasl11b | 2,59 | 0,377 |
| Rgs2 | 2,95 | 0,54 |
| Rgs2_B | 3,71 | 0,83 |
| Srf | 2,25 | 0,21 |

# Supplementary material for: Early Phase of Plasticity-Related Gene Regulation and SRF Dependent Transcription in the Hippocampus
**Source:** PLoS One. 2013 Jul 23;8(7):e68078. doi: 10.1371/journal.pone.0068078
**Supplement:** File S2 — Supplementary notes.

**SUPPLEMENTARY NOTES for**

**Early phase of plasticity-related gene regulation and SRF dependent transcription in the hippocampus**

*Giovanni Iacono, Claudio Altafini and Vincent Torre*

**Atf3** is transcriptional repressor that protects hippocampal neurons from apoptosis induced by growth factor withdrawal and from NMDA induced death [[1](file:///F:\varie%20submission\plos\biologia.html#XZhang:2011:J-Neurosci:21451036)]. In vivo, Atf3 reduces brain damage following ischemic insult [[1](file:///F:\varie%20submission\plos\biologia.html#XZhang:2011:J-Neurosci:21451036)]. It also protects in vivo by KA, kainic acid, death [[2](file:///F:\varie%20submission\plos\biologia.html#XFrancis:2004:Brain-Res-Mol-Brain-Res:15135228)][[3](file:///F:\varie%20submission\plos\biologia.html#XZhang:2009:PLoS-Genet:19680447)]

REGULATORS:

mef2 -dissociated hippocampal cultures , E18 - [[4](file:///F:\varie%20submission\plos\biologia.html#XFlavell:2008:Neuron:19109909)]

mef2 -hippocampal cultures- [[1](file:///F:\varie%20submission\plos\biologia.html#XZhang:2011:J-Neurosci:21451036)]

creb -hippocampal cultures- [[1](file:///F:\varie%20submission\plos\biologia.html#XZhang:2011:J-Neurosci:21451036)]

creb -HeLa cells, COS-1 cells- [[5](file:///F:\varie%20submission\plos\biologia.html#XLu:2007:Biochem-J:17014422)]

sp1/3 - colon cancer cell lines- [[6](file:///F:\varie%20submission\plos\biologia.html#XWilson:2010:Cancer-Res:20068171)]

creb -in vivo hippocampus KA, the gene results CREB dependent- [[7](file:///F:\varie%20submission\plos\biologia.html#XLemberger:2008:FASEB-J:18424767)]

FUNCTIONS key words:

**transcription factor, pro-survival**

**Arc** is a IEG which expression is strongly associated with synaptic activity and learning tasks, especially in the context of new memory acquisition [[8](file:///F:\varie%20submission\plos\biologia.html#XGuzowski:1999:Nat-Neurosci:10570490)][[9](file:///F:\varie%20submission\plos\biologia.html#XKelly:2002:Neuroscience:11934470)][[10](file:///F:\varie%20submission\plos\biologia.html#XWang:2006:Cell:16873068)]. Arc was shown to reduce AMPA receptor surface expression [[11](file:///F:\varie%20submission\plos\biologia.html#XChowdhury:2006:Neuron:17088211)][[12](file:///F:\varie%20submission\plos\biologia.html#XRialVerde:2006:Neuron:17088212)] in association with mGluR-dependent LTD but to positively regulate F-actin formation [[13](file:///F:\varie%20submission\plos\biologia.html#XMessaoudi:2007:J-Neurosci:17898216)] and eIF4E phosphorylation [[14](file:///F:\varie%20submission\plos\biologia.html#XBramham:2010:Exp-Brain-Res:19690847)] during late-phase LTP consolidation. To support the evidence that Arc supports only the late LTP maintenance, in Arc knockout mice it results that early phase LTP is enhanced in both the dentate gyrus in vivo and in the CA1 region of acute hippocampal slices [[15](file:///F:\varie%20submission\plos\biologia.html#XPlath:2006:Neuron:17088210)]. Arc results to be involved also in homeostatic scaling of AMPArs associated with (a 2-days) bicuculline treatment, again with a prominent role in AMPArs endocytosis [[16](file:///F:\varie%20submission\plos\biologia.html#XShepherd:2006:Neuron:17088213)]. Recently, several evidences linking Arc to a novel function related to hippocampal neurogenesis and positive regulation of newborn neuron survival have been provided [[17](file:///F:\varie%20submission\plos\biologia.html#XKuipers:2009:PLoS-One:19290048)].

REGULATORS:

mef2 -dissociated hippocampal cultures , E18 - [[4](file:///F:\varie%20submission\plos\biologia.html#XFlavell:2008:Neuron:19109909)]

sp1 -E18 rat cortical cells culures- [[18](file:///F:\varie%20submission\plos\biologia.html#XQiu:2008:Neuron:19081374)]

mef2 -E18 hippocampal cultures- [[19](file:///F:\varie%20submission\plos\biologia.html#XFlavell:2006:Science:16484497)]

srf -cortical neuron cultures- [[20](file:///F:\varie%20submission\plos\biologia.html#XPintchovski:2009:J-Neurosci:19193899)]

srf -dissociated striatal and hippocampal neuronal cultures- [[21](file:///F:\varie%20submission\plos\biologia.html#XKumar:2011:J-Biol-Chem:22179607)]

mef2 -striatopallidal medium spiny neurons - [[22](file:///F:\varie%20submission\plos\biologia.html#XTian:2010:Mol-Cell-Neurosci:20197093)]

creb -dissociated cortical neuronal culture- [[23](file:///F:\varie%20submission\plos\biologia.html#XKawashima:2009:Proc-Natl-Acad-Sci-U-S-A:19116276)]

mef2 -dissociated cortical neuronal culture- [[23](file:///F:\varie%20submission\plos\biologia.html#XKawashima:2009:Proc-Natl-Acad-Sci-U-S-A:19116276)]

srf -dissociated cortical neuronal culture- [[23](file:///F:\varie%20submission\plos\biologia.html#XKawashima:2009:Proc-Natl-Acad-Sci-U-S-A:19116276)]

srf -Primary hippocampal neurons- [[24](file:///F:\varie%20submission\plos\biologia.html#XBenito:2011:J-Neurosci:22171029)]

FUNCTIONS key words:

**effector, late phase LTP, early depotentiation, neurogenesis, pro-survival**

**Bdnf** is a neurothropin which effects are mainly mediated by the TrkB receptor. Infusion of BDNF into the adult brain promotes neurogenesis [[25](file:///F:\varie%20submission\plos\biologia.html#XScharfman:2005:Exp-Neurol:15755552)][[26](file:///F:\varie%20submission\plos\biologia.html#XPencea:2001:J-Neurosci:11517260)]. Besides, BDNF stimulates dendritic and axonal branching in dentate gyrus granule cell cultures [[27](file:///F:\varie%20submission\plos\biologia.html#XDanzer:2002:J-Neurosci:12427830)]. Bdnf promotes LTP [[28](file:///F:\varie%20submission\plos\biologia.html#XXu:2000:J-Neurosci:10995833)] both via pre-synaptic and post-synaptic actions [[29](file:///F:\varie%20submission\plos\biologia.html#XGartner:2006:J-Neurosci:16571757)] and it also activates pro-survival pathways [[30](file:///F:\varie%20submission\plos\biologia.html#XVaillant:1999:J-Cell-Biol:10477751)] [[31](file:///F:\varie%20submission\plos\biologia.html#XChen:2005:Brain-Res-Mol-Brain-Res:15857681)][[32](file:///F:\varie%20submission\plos\biologia.html#XNiu:2011:J-Neuropathol-Exp-Neurol:21666495)]. Bdnf can be harmful in conditions of sensitive to hyperexcitability, since it favors epileptogenesis [[33](file:///F:\varie%20submission\plos\biologia.html#XLahteinen:2002:Eur-J-Neurosci:11886452)] and can sensitize to Kainate-induced seizures [[34](file:///F:\varie%20submission\plos\biologia.html#XRamsden:2003:Brain-Res:12706240)].

Regulators:

creb -cortical neurons cultures E18- [[35](file:///F:\varie%20submission\plos\biologia.html#XTao:1998:Neuron:9581763)]

mef2 -E18 hippocampal cultures- [[19](file:///F:\varie%20submission\plos\biologia.html#XFlavell:2006:Science:16484497)]

mecp2 –dissociated and organotypic hippocampal cultures- [213]

creb -cortical neurons- [[36](file:///F:\varie%20submission\plos\biologia.html#XZheng:2011:PLoS-One:22174809)]

sp1 -NG108-15 neuroblastoma-glioma hybrid cells- [[37](file:///F:\varie%20submission\plos\biologia.html#XTakeuchi:2002:J-Neurochem:12358730)]

cebp/b -NG108-15 neuroblastoma-glioma hybrid cells- [[37](file:///F:\varie%20submission\plos\biologia.html#XTakeuchi:2002:J-Neurochem:12358730)]

FUNCTIONS key words:

**effector, neurogenesis, growth, pro-survival, potentiation, LTP, sensitization**

**Btg2** has shown to interact with the promoters of various proneural genes [[38](file:///F:\varie%20submission\plos\biologia.html#XCanzoniere:2004:J-Neurosci:15056715)], suggesting that it acts as a transcriptional cofactor [[39](file:///F:\varie%20submission\plos\biologia.html#XFarioliVecchioli:2007:FASEB-J:17371797)] [[40](file:///F:\varie%20submission\plos\biologia.html#XPasseri:2006:Mol-Cell-Biol:16782888)]. Btg2 is expressed in the hippocampus in proliferating and differentiating progenitor cells: in the adult hippocampus Btg2 has shown to promote neurogenesis in the DG [[41](file:///F:\varie%20submission\plos\biologia.html#XFarioliVecchioli:2009:PLoS-One:20020054)], and this process was related to the formation of contextual memories. It also protects in vivo by KA, kainic acid, death [[3](file:///F:\varie%20submission\plos\biologia.html#XZhang:2009:PLoS-Genet:19680447)].

REGULATORS:

creb -PC12 cells- [[42](file:///F:\varie%20submission\plos\biologia.html#XFass:2003:J-Biol-Chem:12939274)]

creb -in vivo hippocampus KA, the gene results CREB dependent- [[7](file:///F:\varie%20submission\plos\biologia.html#XLemberger:2008:FASEB-J:18424767)]

FUNCTIONS key words:

**neurogenesis, pro-survival, transcription factor, development?**

**cFos** is a protein which regulates transcription by heterodimerizing into the complex AP-1. Numerous evidences link cFos expression to synaptic activity associated with new memories/tasks/environments concurrence. [[43](file:///F:\varie%20submission\plos\biologia.html#XSokolova:2009:Bull-Exp-Biol-Med:20396702)][[44](file:///F:\varie%20submission\plos\biologia.html#XBisler:2002:J-Chem-Neuroanat:11861125)][[45](file:///F:\varie%20submission\plos\biologia.html#XDragunow:1989:J-Neurosci-Methods:2507830)][[46](file:///F:\varie%20submission\plos\biologia.html#XKadar:2011:Genes-Brain-Behav:20969727)][[47](file:///F:\varie%20submission\plos\biologia.html#XVanElzakker:2008:Learn-Mem:19050162)]. The final effect of cFos-regulated gene expression seems to be necessary to potentiate synaptic transmission in CA3-CA1 synapses [[48](file:///F:\varie%20submission\plos\biologia.html#XFleischmann:2003:J-Neurosci:14534245)][[49](file:///F:\varie%20submission\plos\biologia.html#XGass:2004:Brain-Res-Mol-Brain-Res:15519672)]. cFos is particularly relevant for long-term, but not short term, memories [[50](file:///F:\varie%20submission\plos\biologia.html#XKatche:2010:Proc-Natl-Acad-Sci-U-S-A:20018662)]. cFos -/- mice present impaired kindling-induced development and kindling-induce sprouting of hippocampal granule cell, probably because of loss of transcriptional activation of neurotrophic factors and growth-related genes [[51](file:///F:\varie%20submission\plos\biologia.html#XWatanabe:1996:J-Neurosci:8656277)].

REGULATORS:

srf/elk1 -oranotypic hippocampal- [[52](file:///F:\varie%20submission\plos\biologia.html#XLindecke:2006:Eur-J-Neurosci:16903857)]

mef2 -dissociated hippocampal clutures , E18 - [[4](file:///F:\varie%20submission\plos\biologia.html#XFlavell:2008:Neuron:19109909)]

srf/mkl - cortical neuron cultures - [[53](file:///F:\varie%20submission\plos\biologia.html#XKalita:2006:J-Neurosci:17005865)]

creb -E18 rat cortical cells culures- [[18](file:///F:\varie%20submission\plos\biologia.html#XQiu:2008:Neuron:19081374)]

sp1 -E18 rat cortical cells culures- [[18](file:///F:\varie%20submission\plos\biologia.html#XQiu:2008:Neuron:19081374)]

creb -hippocampal neuron cultures- inverse regulation calcineurin- [[54](file:///F:\varie%20submission\plos\biologia.html#XLam:2009:J-Biol-Chem:19270309)]

srf -hippocampal neuron cultures- inverse regulation calcineurin- [[54](file:///F:\varie%20submission\plos\biologia.html#XLam:2009:J-Biol-Chem:19270309)]

creb -PC12 cells- [[42](file:///F:\varie%20submission\plos\biologia.html#XFass:2003:J-Biol-Chem:12939274)]

c/ebps -primary cortical neurons- [[55](file:///F:\varie%20submission\plos\biologia.html#XCalella:2007:Neural-Dev:17254333)]

sp1/3 - colon cancer cell lines- [[6](file:///F:\varie%20submission\plos\biologia.html#XWilson:2010:Cancer-Res:20068171)]

srf -T98G glioblastoma- [[56](file:///F:\varie%20submission\plos\biologia.html#XTullai:2004:J-Biol-Chem:14769801)]

not/creb -in vivo hippocampus KA, the gene results CREB independent- [[7](file:///F:\varie%20submission\plos\biologia.html#XLemberger:2008:FASEB-J:18424767)]

FUNCTIONS key words:

**transcription factor, potentiation, growth**

**Cited2** is a transcription cofactor [[57](file:///F:\varie%20submission\plos\biologia.html#XBhattacharya:1999:Genes-Dev:9887100)] which is essential for development, since its knock-down is lethal for embryos [[58](file:///F:\varie%20submission\plos\biologia.html#XBamforth:2001:Nat-Genet:11694877)]. In mice cortical neurons Cited2 promotes neuronal death following DNA damage [[59](file:///F:\varie%20submission\plos\biologia.html#XGonzalez:2008:J-Neurosci:18495890)]. In conclusion, it appears that cited2 plays an important, yet unaddressed, role in neuronal differentiation.

REGULATORS:

mef2 -dissociated hippocampal clutures , E18 - [[4](file:///F:\varie%20submission\plos\biologia.html#XFlavell:2008:Neuron:19109909)]

sp1/3 -fibroblasts- [[60](file:///F:\varie%20submission\plos\biologia.html#XHan:2001:J-Biol-Chem:11114295)]

FUNCTIONS key words:

**transcription factor, development**

**Icer** is a potent repressor of cAMP mediated transactivation [[61](file:///F:\varie%20submission\plos\biologia.html#XBorlikova:2009:Mol-Neurobiol:19434522)]. Upregulated during new environment exploration, Icer can potentially repress many genes whose products are critically involved in neuronal plasticity [[61](file:///F:\varie%20submission\plos\biologia.html#XBorlikova:2009:Mol-Neurobiol:19434522)]. In addition to the competition for CRE sites, ICER is proposed decrease the stability of CREB itself [[62](file:///F:\varie%20submission\plos\biologia.html#XMouravlev:2007:Brain-Res:17169345)]. Overexpression of ICER evoked neuronal cell loss in organotypic hippocampal culture [[63](file:///F:\varie%20submission\plos\biologia.html#XMioduszewska:2008:J-Neurosci-Res:17722060)] and Icer was related to pro-apoptotic and neurodegenerative effects in many other studies [[64](file:///F:\varie%20submission\plos\biologia.html#XKlejman:2006:Acta-Neurobiol-Exp-Wars:17265688)][[65](file:///F:\varie%20submission\plos\biologia.html#XJaworski:2003:J-Neurosci:12805292)]. Icer acts to suppress excessive network activity in the kindling model and in the pilocarpine-induced status epilepticus [[66](file:///F:\varie%20submission\plos\biologia.html#XKojima:2008:J-Neurosci:18562617)][[67](file:///F:\varie%20submission\plos\biologia.html#XPorter:2008:Neuroscience:18295410)]. With respect to memory consolidation, in accordance with its CREB antagonist role, Icer seems to impair certain form of long-term memory [[66](file:///F:\varie%20submission\plos\biologia.html#XKojima:2008:J-Neurosci:18562617)].

REGULATORS:

creb -thymoma cells WEHI7.2- [[68](file:///F:\varie%20submission\plos\biologia.html#XKrueger:1999:Mol-Endocrinol:10406470)]

creb -PC12 cells- [[42](file:///F:\varie%20submission\plos\biologia.html#XFass:2003:J-Biol-Chem:12939274)]

creb – AtT20 and PC12 cells. - [[69](file:///F:\varie%20submission\plos\biologia.html#XBrooksKayal:2009:Neurotherapeutics:19332325)]

FUNCTIONS key words:

**transcription factor, anti-survival, depotentiation, anti-LTP?**

**Cyr61** is an extracellular heparin binding protein suggested to have a role in neuronal differentiation process [[70](file:///F:\varie%20submission\plos\biologia.html#XChung:1998:Neurosci-Lett:9832196)]. It is upregulated in immortalized hippocampal cells during death evoked by toxic insults, such as etoposide treatment [[71](file:///F:\varie%20submission\plos\biologia.html#XKim:2003:J-Biol-Chem:12576482)]. In glioma cells Cyr61 promotes proliferation and motility [[72](file:///F:\varie%20submission\plos\biologia.html#XSin:2008:J-Cell-Biochem:18004727)].

REGULATORS:

mef2 -dissociated hippocampal cultures , E18 - [[4](file:///F:\varie%20submission\plos\biologia.html#XFlavell:2008:Neuron:19109909)]

creb/atf2 -primary cultures smooth muscle cells- [[73](file:///F:\varie%20submission\plos\biologia.html#XHan:2003:Eur-J-Biochem:12899698)]

srf/tcf -immortalized hippocampal progenitor cells- [[71](file:///F:\varie%20submission\plos\biologia.html#XKim:2003:J-Biol-Chem:12576482)]

srf/mkl - cortical neuron cultures - [[53](file:///F:\varie%20submission\plos\biologia.html#XKalita:2006:J-Neurosci:17005865)]

creb -A375SM melanoma cell line, creb act as a cyr61 repressor- [[74](file:///F:\varie%20submission\plos\biologia.html#XDobroff:2009:J-Biol-Chem:19632997)]

srf -smooth muscle cells- [[75](file:///F:\varie%20submission\plos\biologia.html#XHanna:2009:J-Biol-Chem:19542562)]

creb -HEK 293, NIH3T3 and other cell lines- [[76](file:///F:\varie%20submission\plos\biologia.html#XMeyuhas:2008:Mol-Cancer-Res:18819928)]

not/creb -in vivo hippocampus KA, the gene results CREB independent- [[7](file:///F:\varie%20submission\plos\biologia.html#XLemberger:2008:FASEB-J:18424767)]

FUNCTIONS key words:

**effector, growth**

**Dusp1** is a protein that catalyzes the dephosphorylation and inactivation of MAP kinase: in particular, dusp1 displays phosphatase activity towards both the stress-activated kinases p38 and JNK, and to a lesser extent, Erk1/2 [[77](file:///F:\varie%20submission\plos\biologia.html#XOwens:2007:Oncogene:17496916)]. In [[78](file:///F:\varie%20submission\plos\biologia.html#XDavis:2000:J-Neurosci:10844026)] it was suggested that dusp1 is involved in the negative feedback loop responsible for fast dephosphorylation of MAPK/ERK. Dusp1 is also involved in BDNF-induced axonal branching: by deactivating JNKs, Dusp1 favors a temporary microtubule destabilization which in turn favors the subsequent initiation of axonal branching [[79](file:///F:\varie%20submission\plos\biologia.html#XJeanneteau:2010:Nat-Neurosci:20935641)].

REGULATORS:

Cebp/b -human lung carcinoma- [[80](file:///F:\varie%20submission\plos\biologia.html#XJohanssonHaque:2008:J-Mol-Endocrinol:18682532)]

creb -pituitary cell line GH4C1, only basal transcription because of calcium sensitive block - [[81](file:///F:\varie%20submission\plos\biologia.html#XRyser:2004:Biochem-J:14609431)]

sp1/3 -pituitary cell line GH4C1, only basal transcription because of calcium sensitive block- [[81](file:///F:\varie%20submission\plos\biologia.html#XRyser:2004:Biochem-J:14609431)]

creb -PC12 cells- [[42](file:///F:\varie%20submission\plos\biologia.html#XFass:2003:J-Biol-Chem:12939274)]

creb -visceral epithelial cells/ podocytes - [[82](file:///F:\varie%20submission\plos\biologia.html#XLu:2008:Mol-Cell-Biol:18625721)]

not/creb -in vivo hippocampus KA, the gene results CREB independent- [[7](file:///F:\varie%20submission\plos\biologia.html#XLemberger:2008:FASEB-J:18424767)]

FUNCTIONS key words:

**effector, erk-inactivation, anti-growth**

**Dusp5** is a nuclear dual-specificity phosphatase that, unlike Dusp1,Dusp2 and Dusp4, is specific for ERK1/2 [[83](file:///F:\varie%20submission\plos\biologia.html#XMandl:2005:Mol-Cell-Biol:15713638)] and not for p38 and JNK. Dusp5 is able to inactivate and ERK1/2 and to cause its nuclear translocation, working as a nuclear anchor for inactive ERK [[83](file:///F:\varie%20submission\plos\biologia.html#XMandl:2005:Mol-Cell-Biol:15713638)] [[84](file:///F:\varie%20submission\plos\biologia.html#XVolmat:2001:J-Cell-Sci:11682603)].

REGULATORS

srf -T98G glioblastoma- [[56](file:///F:\varie%20submission\plos\biologia.html#XTullai:2004:J-Biol-Chem:14769801)]

FUNCTIONS key words:

**effector, erk-inactivation**

**Dusp6** is a protein that catalyzes the dephosphorylation and inactivation of ERK1/2 kinases [[85](file:///F:\varie%20submission\plos\biologia.html#XTarrega:2010:Methods-Mol-Biol:20811991)]. In [[86](file:///F:\varie%20submission\plos\biologia.html#XDomercq:2011:J-Biol-Chem:21300799)] Dusp6 was found to be upregulated during oligodendrocyte death induce by AMPA treatment.

REGULATORS:

not/creb -in vivo hippocampus KA, the gene results CREB independent- [[7](file:///F:\varie%20submission\plos\biologia.html#XLemberger:2008:FASEB-J:18424767)]

FUNCTIONS key words:

**effector, erk-inactivation, pro-anti-survival?**

**Egr1**/zif268 is a zinc finger transcription factor belonging to the EGR family of transcription factors. It is rapidly induced by synaptic activity and it is essential for the proper formation of late phase LTP [[87](file:///F:\varie%20submission\plos\biologia.html#XJones:2001:Nat-Neurosci:11224546)] [[88](file:///F:\varie%20submission\plos\biologia.html#XAbraham:1991:Mol-Neurobiol:1688055)] and for the consolidation of long term memories [[89](file:///F:\varie%20submission\plos\biologia.html#XDavis:2003:Behav-Brain-Res:12798262)] [[90](file:///F:\varie%20submission\plos\biologia.html#XRibeiro:2002:J-Neurosci:12486186)].Egr1 seems not to be required for the establishment of kindling plasticity [[91](file:///F:\varie%20submission\plos\biologia.html#XZheng:1998:Neuroscience:9466414)].While Egr1 involvement in DG-TLP is well established, its involvement in CA1 LTP is less clear and could imply mechanisms different then the ERE-regulated transcription[[92](file:///F:\varie%20submission\plos\biologia.html#XCheval:2011:Hippocampus:21425206)].

REGULATORS

creb -hepatocyte progenitors cell- [[93](file:///F:\varie%20submission\plos\biologia.html#XTur:2010:Cell-Mol-Life-Sci:20582451)]

sp1 -hepatocyte progenitors cell- [[93](file:///F:\varie%20submission\plos\biologia.html#XTur:2010:Cell-Mol-Life-Sci:20582451)]

srf/elk1 -emsa on cloned promoter- [[94](file:///F:\varie%20submission\plos\biologia.html#XWatson:1997:Oncogene:9010223)]

srf/elk1 -oranotypic hippocampal- [[52](file:///F:\varie%20submission\plos\biologia.html#XLindecke:2006:Eur-J-Neurosci:16903857)]

sp1 -E18 rat cortical cells culures- [[18](file:///F:\varie%20submission\plos\biologia.html#XQiu:2008:Neuron:19081374)]

c/ebps -primary cortical neurons- [[55](file:///F:\varie%20submission\plos\biologia.html#XCalella:2007:Neural-Dev:17254333)]

sp1/3 - colon cancer cell lines- [[6](file:///F:\varie%20submission\plos\biologia.html#XWilson:2010:Cancer-Res:20068171)]

srf -T98G glioblastoma- [[56](file:///F:\varie%20submission\plos\biologia.html#XTullai:2004:J-Biol-Chem:14769801)]

creb -hippocampal neuron cultures- [[54](file:///F:\varie%20submission\plos\biologia.html#XLam:2009:J-Biol-Chem:19270309)]

srf -hippocampal neuron cultures - [[54](file:///F:\varie%20submission\plos\biologia.html#XLam:2009:J-Biol-Chem:19270309)]

creb - pancreatic beta-cell line INS-1- [[95](file:///F:\varie%20submission\plos\biologia.html#XKang:2007:Am-J-Physiol-Endocrinol-Metab:16926376)]

creb -hepatoma cells- [[96](file:///F:\varie%20submission\plos\biologia.html#XBauer:2005:Arch-Biochem-Biophys:15910736)]

sp1/3, srf, creb -follicular cells- [[97](file:///F:\varie%20submission\plos\biologia.html#XRussell:2003:Mol-Endocrinol:12554779)]

srf -Primary hippocampal neurons - [[24](file:///F:\varie%20submission\plos\biologia.html#XBenito:2011:J-Neurosci:22171029)]

not/creb -in vivo hippocampus KA, the gene results CREB independent- [[7](file:///F:\varie%20submission\plos\biologia.html#XLemberger:2008:FASEB-J:18424767)]

FUNCTIONS key words:

**transcription factor,LTP**

**Egr2**/krox20 is a zinc finger transcription factor belonging to the EGR family of transcription factors. In [[98](file:///F:\varie%20submission\plos\biologia.html#XInokuchi:1996:Biochem-Biophys-Res-Commun:8619872)] Egr2 was found to be upregulated by stimulation of rat hippocampal perforant pathway, which elicited a long term potentiation: this coincidence suggested a possible role of Egr2 for the maintenance of long-term potentiation. However, in [[99](file:///F:\varie%20submission\plos\biologia.html#XPoirier:2007:Front-Behav-Neurosci:18958188)] Egr2 deficient mice had no impairment in spatial learning and memory, instead they had improved performance in motor learning on a rotarod, and in object recognition memory [[99](file:///F:\varie%20submission\plos\biologia.html#XPoirier:2007:Front-Behav-Neurosci:18958188)].

REGULATORS:

srf/mkl -primary hippocampal cultures- [[100](file:///F:\varie%20submission\plos\biologia.html#XOSullivan:2010:Cereb-Cortex:20016002)]

mecp2 -neuroblastoma cultures- [[101](file:///F:\varie%20submission\plos\biologia.html#XSwanberg:2009:Hum-Mol-Genet:19000991)]

creb -hippocampal neuron cultures- inverse regulation calcineurin- [[54](file:///F:\varie%20submission\plos\biologia.html#XLam:2009:J-Biol-Chem:19270309)]

srf -hippocampal neuron cultures- inverse regulation calcineurin- [[54](file:///F:\varie%20submission\plos\biologia.html#XLam:2009:J-Biol-Chem:19270309)]

c/ebps -primary cortical neurons- [[55](file:///F:\varie%20submission\plos\biologia.html#XCalella:2007:Neural-Dev:17254333)]

srf -T98G glioblastoma- [[56](file:///F:\varie%20submission\plos\biologia.html#XTullai:2004:J-Biol-Chem:14769801)]

not/creb -in vivo hippocampus KA, the gene results CREB independent- [[7](file:///F:\varie%20submission\plos\biologia.html#XLemberger:2008:FASEB-J:18424767)]

FUNCTIONS key words:

**transcription factor, LTP?**

**Egr3**/zif268 is a zinc finger transcription factor belonging to the EGR family of transcription factors. It appears to be essential for hippocampal LTP and for hippocampal dependent memory [[92](file:///F:\varie%20submission\plos\biologia.html#XCheval:2011:Hippocampus:21425206)] in a Egr1 independent manner [[102](file:///F:\varie%20submission\plos\biologia.html#XLi:2007:Mol-Cell-Neurosci:17350282)]. In [[103](file:///F:\varie%20submission\plos\biologia.html#XRoberts:2006:J-Biol-Chem:16901909)] Egr3 was suggested to favor epileptogenesis by upregulating type A GABAr alpha4 subunits. Following Bdnf stimulation, egr3 upregulates NR1 subunit to increase the NMDAr population at postsynaptic compartments [[104](file:///F:\varie%20submission\plos\biologia.html#XKim:2012:J-Neurochem:22035109)].

REGULATORS:

creb -hippocampal neuron cultures- inverse regulation calcineurin- [[54](file:///F:\varie%20submission\plos\biologia.html#XLam:2009:J-Biol-Chem:19270309)]

srf -hippocampal neuron cultures- inverse regulation calcineurin- [[54](file:///F:\varie%20submission\plos\biologia.html#XLam:2009:J-Biol-Chem:19270309)]

sp3 - colon cancer cell lines- [[6](file:///F:\varie%20submission\plos\biologia.html#XWilson:2010:Cancer-Res:20068171)]

creb, srf -primary endothelial cells- [[105](file:///F:\varie%20submission\plos\biologia.html#XSuehiro:2010:Blood:19965691)]

not/creb -in vivo hippocampus KA, the gene results CREB independent- [[7](file:///F:\varie%20submission\plos\biologia.html#XLemberger:2008:FASEB-J:18424767)]

FUNCTIONS key words:

**transcription factor, LTP, potentiation**

**Egr4**/zif268 is a zinc finger transcription factor belonging to the EGR family of transcription factors. In [[106](file:///F:\varie%20submission\plos\biologia.html#XLudwig:2011:J-Neurosci:21228173)],[[107](file:///F:\varie%20submission\plos\biologia.html#XUvarov:2006:J-Neurosci:17192429)] and [[108](file:///F:\varie%20submission\plos\biologia.html#XLudwig:2011:Neural-Plast:21837281)] it was shown that Egr4 can upregulate the transcription of KCC2b, thus suggesting a role for Egr4 in mediating the postnatal reversing of chloride concentration.

REGULATORS: creb -PC12 cells- [[42](file:///F:\varie%20submission\plos\biologia.html#XFass:2003:J-Biol-Chem:12939274)]

FUNCTIONS key words:

**transcription factor, development**

**Gadd45b** is a gene which encoded protein was shown to promote adult neurogenesis and dendritic growth of newborn neurons in mouse hippocampus [[109](file:///F:\varie%20submission\plos\biologia.html#XMa:2009:Science:19119186)]. It acts by demethylating DNA at specific promoters, for instance the Bdnf one[[109](file:///F:\varie%20submission\plos\biologia.html#XMa:2009:Science:19119186)]. Gadd45b is also strongly pro-survival and protects neurons by kainic acid death [[3](file:///F:\varie%20submission\plos\biologia.html#XZhang:2009:PLoS-Genet:19680447)].

REGULATORS:

sp1 -colorectal carcinoma cells- [[110](file:///F:\varie%20submission\plos\biologia.html#XZumbrun:2009:J-Cell-Biochem:19834918)]

sp1 -hepatocellular carcinoma - [[111](file:///F:\varie%20submission\plos\biologia.html#XOu:2010:Cancer-Res:21062976)]

creb -in vivo hippocampus KA, the gene results CREB dependent- [[7](file:///F:\varie%20submission\plos\biologia.html#XLemberger:2008:FASEB-J:18424767)]

FUNCTIONS key words:

**effector, neurogenesis, growth, pro-survival**

**Homer1a** is activity-inducible short-splice variant of the homer protein that lacks the dimerization domain: due to this peculiar feature homer1a inhibits dendritic spine morphogenesis and synaptic transmission, by decreasing the size of PSD95 clusters and the number of surface AMPArs and NMDArs [[112](file:///F:\varie%20submission\plos\biologia.html#XSala:2003:J-Neurosci:12867517)]. Homer1a besides prevents the clustering of the inositol trisphosphate receptor (IP3R) and other Ca++ sensor in proximity to the Ca++ channels inside the PSD complex [[113](file:///F:\varie%20submission\plos\biologia.html#XSala:2005:J-Neurosci:15872106)]. Since the initial activity-induced disassembly of postsynaptic proteins may be prerequisite for the subsequent potentiation to occur[[114](file:///F:\varie%20submission\plos\biologia.html#XLynch:2007:Neuropharmacology:16949110)] it was suggested the Homer1a is one of the actors involved in the disassembly [[115](file:///F:\varie%20submission\plos\biologia.html#XInoue:2007:Neuroscience:18006237)]. Choerently with the previous results, a study reported that Homer1a overexpression prevents the proper formation and maintenance of LTP in the hippocampus [[116](file:///F:\varie%20submission\plos\biologia.html#XCelikel:2007:Front-Neurosci:18982121)].

REGULATORS:

mef2 -dissociated hippocampal clutures , E18 - [[4](file:///F:\varie%20submission\plos\biologia.html#XFlavell:2008:Neuron:19109909)]

FUNCTIONS key words:

**effector, regulation syn.transmission, growth**

**Irs2**, the insulin receptor substrate 2, is a mediator of the insulin effects in the central nervous system. Irs2 was reported to support LTP evoked by HFS in mice brain slices [[117](file:///F:\varie%20submission\plos\biologia.html#XMartin:2011:Cereb-Cortex:21955917)]. During development, irs2 deficiency impairs brain growth, reducing neuronal proliferation [[118](file:///F:\varie%20submission\plos\biologia.html#XSchubert:2003:J-Neurosci:12904469)]. However, in another study irs2 appears to be a negative regulator of memory formation: irs2 brain selective knockout generates mice with enhanced hippocampal spatial reference memory and with increased number of excitatory synapses per neuron in CA1 area [[119](file:///F:\varie%20submission\plos\biologia.html#XIrvine:2011:Learn-Mem:21597043)].

REGULATORS:

creb -mouse beta cells- [[120](file:///F:\varie%20submission\plos\biologia.html#XPersaud:2011:Diabetologia:21301804)],

creb -pancreatic B cell line MIN6 insulinoma cells- [[121](file:///F:\varie%20submission\plos\biologia.html#XJhala:2003:Genes-Dev:12842910)]

sp1 -neuroblastoma - [[122](file:///F:\varie%20submission\plos\biologia.html#XUdelhoven:2010:J-Endocrinol:19875459)] ,

sp1 - hepatocellular carcinoma - [[123](file:///F:\varie%20submission\plos\biologia.html#XUdelhoven:2010:J-Mol-Endocrinol:19755487)]

torc2 -hypothalamic cultures- [[124](file:///F:\varie%20submission\plos\biologia.html#XLerner:2009:EMBO-Rep:19713961)]

FUNCTIONS key words:

**effector, LTP?, growth, proliferation, development**

**Klf4** belongs to the Kruppel-like family of transcription factors, which are generally known to have roles in cell proliferation, differentiation and survival [[125](file:///F:\varie%20submission\plos\biologia.html#XGarrettSinha:1996:J-Biol-Chem:8940147)][[126](file:///F:\varie%20submission\plos\biologia.html#XRowland:2006:Nat-Rev-Cancer:16372018)][[127](file:///F:\varie%20submission\plos\biologia.html#XRowland:2005:Nat-Cell-Biol:16244670)]. In particular, Klf4 was shown to act independently of cell survival to suppress axon and dendrite initiation and elongation in hippocampal neuron in vitro [[128](file:///F:\varie%20submission\plos\biologia.html#XMoore:2009:Science:19815778)].In [[129](file:///F:\varie%20submission\plos\biologia.html#XZhu:2009:Brain-Res:19041854)] Klf4 was suggested to induce quiescent neurons to re-enter in the cell cycle, thus promoting proliferation, and to sensitize neurons to NMDA-induced caspase-3 activity.

REGULATORS:

not/creb -in vivo hippocampus KA, the gene results CREB independent- [[7](file:///F:\varie%20submission\plos\biologia.html#XLemberger:2008:FASEB-J:18424767)]

sp1 -myoblast cell line C2C12- [[130](file:///F:\varie%20submission\plos\biologia.html#XSunadome:2011:Dev-Cell:21316587)]

sp1 -smooth muscle cells- [[131](file:///F:\varie%20submission\plos\biologia.html#XDeaton:2009:Am-J-Physiol-Heart-Circ-Physiol:19168719)]

mef2 -Endothelial cell culture- [[132](file:///F:\varie%20submission\plos\biologia.html#XVillarreal:2010:Biochem-Biophys-Res-Commun:19968965)]

FUNCTIONS key words:

**transcription factor,suppress growth,sensitization**

**Mapk10**/JNK3 is a kinase belonging to the MAPK family [[133](file:///F:\varie%20submission\plos\biologia.html#XWeston:2007:Curr-Opin-Cell-Biol:17303404)] and is expressed mainly in the brain [[134](file:///F:\varie%20submission\plos\biologia.html#XBode:2007:Mol-Carcinog:17538955)]. JNKs have been related to seemingly contradictory cellular responses: they were reported to act both pro-apoptotically [[135](file:///F:\varie%20submission\plos\biologia.html#XHan:2008:FEBS-Lett:18307989)][[136](file:///F:\varie%20submission\plos\biologia.html#XZhao:2007:Cell-Signal:17161586)] and pro-survival [[137](file:///F:\varie%20submission\plos\biologia.html#XYu:2004:Mol-Cell:14967141)]. The final effect depends on the cellular context and on the duration of JNKs activation[[138](file:///F:\varie%20submission\plos\biologia.html#XVentura:2006:Mol-Cell:16507367)].Several evidences links JNK to plasticity of hippocampal formation: whereas acute over-activation of JNK by pathophysiological concentrations of cytokines is detrimental to LTP, physiologic activation of JNK appears necessary for the induction of LTD [[139](file:///F:\varie%20submission\plos\biologia.html#XCurran:2003:Neuroscience:12699771)]. In another study JNK, together with ERK, was demonstrated to promote LTP associated with pain-stumuli[[140](file:///F:\varie%20submission\plos\biologia.html#XLiu:2011:Brain-Res:21284942)]. JNK also mediates synaptic AMPA receptors removal during depotentiation [[141](file:///F:\varie%20submission\plos\biologia.html#XZhu:2005:Neuron:15953419)]. JNK3 has been recently implied in the process of neuritogenesis and reorganization of the cytoskeleton [[142](file:///F:\varie%20submission\plos\biologia.html#XBarnat:2010:J-Neurosci:20534829)][[143](file:///F:\varie%20submission\plos\biologia.html#XOliva:2006:J-Neurosci:16971530)].

FUNCTIONS key words:

**effector, pro-survival, LTP, LTD, depotentiation**

**Nfil3**/E4BP4 is a transcription factor that is involved in cell survival. In cultures of primary rat motoneurons Nfil3 was reported to protects against cell death triggered by removal of neurotrophic factors or activation of death receptors and to strongly enhance neuronal cell size and axonal growth [[144](file:///F:\varie%20submission\plos\biologia.html#XJunghans:2004:Development:15306565)]. Neuroprotective effects were then confirmed also in vivo [[144](file:///F:\varie%20submission\plos\biologia.html#XJunghans:2004:Development:15306565)].However, in primary adult DRG neurons, Nfil3 was found to reduce neurite outgrowth by repressing the expression of CREB-induced genes: since CREB itself upregulates Nfil3, it was therefore suggested the existence of a CREB-Nfil3 incoherent feedforward loop, needed to increase responsiveness of neurite outgrowth genes. [[145](file:///F:\varie%20submission\plos\biologia.html#XMacGillavry:2009:J-Neurosci:20007478)] [[146](file:///F:\varie%20submission\plos\biologia.html#XMacGillavry:2011:Mol-Cell-Neurosci:21112399)].

REGULATORS:

mef2 -dissociated hippocampal cultures , E18 - [[4](file:///F:\varie%20submission\plos\biologia.html#XFlavell:2008:Neuron:19109909)]

creb - DRG neurons in vivo - [[145](file:///F:\varie%20submission\plos\biologia.html#XMacGillavry:2009:J-Neurosci:20007478)]

creb -in vivo hippocampus KA, the gene results CREB dependent- [[7](file:///F:\varie%20submission\plos\biologia.html#XLemberger:2008:FASEB-J:18424767)]

FUNCTIONS key words:

**transcription factor, pro-survival, growth?**

**Nptx2**/narp is a member of the neuronal pentraxins. Narp was reported to induce AMPAr clustering at post-synaptic excitatory terminals [[147](file:///F:\varie%20submission\plos\biologia.html#XOBrien:1999:Neuron:10399937)][[148](file:///F:\varie%20submission\plos\biologia.html#XOBrien:2002:J-Neurosci:12040056)]. More precisely, Narp during episodes of increased neuronal activity [[149](file:///F:\varie%20submission\plos\biologia.html#XReti:2000:Neuropsychopharmacology:10989271)] recruits AMPAr at excitatory projections onto gabaergic interneurons in order to increase their inhibitory force [[150](file:///F:\varie%20submission\plos\biologia.html#XChang:2010:Nat-Neurosci:20729843)]; therefore it is characterized by a homeostatic effect. The suppression of network excitability supported by Narp protects the brain from kindling-induced seizures [[150](file:///F:\varie%20submission\plos\biologia.html#XChang:2010:Nat-Neurosci:20729843)].

REGULATORS:

Srf -Primary hippocampal neurons- [[24](file:///F:\varie%20submission\plos\biologia.html#XBenito:2011:J-Neurosci:22171029)]

FUNCTIONS key words:

**effector, depotentiation**

**Npy1r** is a G protein-coupled receptor for NPY, neuropeptide Y. NPY, acting on NPY1r, exerts trophic and attraction effects on prenatal dorsal root ganglion cells [[151](file:///F:\varie%20submission\plos\biologia.html#XHokfelt:2008:Nutrition:18725084)].Npy1r is also associated with modest sensitization to kainate-induce seizures [[152](file:///F:\varie%20submission\plos\biologia.html#XOlesen:2011:J-Neurosci-Res:21971867)]: besides, Npy1r was suggested to mediate an excitatory component of NPY neurotransmission in epilepsy [[153](file:///F:\varie%20submission\plos\biologia.html#XBrooks:1987:Brain-Res:3594219)] and to exert proconvulsant effects in seizure models[[154](file:///F:\varie%20submission\plos\biologia.html#XReibel:2001:Peptides:11287111)].NPY acting on Npy1r in the hippocampus DG promotes cellular proliferation of amplifying neural progenitors and neuroblasts, therefore promoting hippocampal neurogenesis [[155](file:///F:\varie%20submission\plos\biologia.html#XDecressac:2011:Hippocampus:20095007)].

FUNCTIONS key words:

**effector, pro-survival, potentiation**

**Nr4a1**/Nur77 is a member of the to the thyroid/steroid receptor superfamily. Evoked by synaptic activity in mice hippocampal cultures, it promotes neuronal survival by rendering mitochondria more resistant to stress and toxic insults [[3](file:///F:\varie%20submission\plos\biologia.html#XZhang:2009:PLoS-Genet:19680447)]. It also protects in vivo by KA, kainic acid, death [[3](file:///F:\varie%20submission\plos\biologia.html#XZhang:2009:PLoS-Genet:19680447)]. Nur77, upregulated by MEF2, inhibits the dendritic claw differentiation in cerebellar granule neurons [[156](file:///F:\varie%20submission\plos\biologia.html#XShalizi:2006:Science:16484498)]. Nr4a1 has recently proved to exert neuroprotective effects in mouse embryonic stem cell-derived neurons against various neurotoxic stimuli, including glutamate [[157](file:///F:\varie%20submission\plos\biologia.html#XVolakakis:2010:Proc-Natl-Acad-Sci-U-S-A:20566846)]

REGULATORS:

mef2 -pc12 cells and hippocampal neurons cultures / repressor role- [[158](file:///F:\varie%20submission\plos\biologia.html#XLam:2010:J-Neurochem:19968756)]

creb -pc12 cells and hippocampal neurons cultures- [[158](file:///F:\varie%20submission\plos\biologia.html#XLam:2010:J-Neurochem:19968756)]

mef2 -dissociated hippocampal clutures , E18 - [[4](file:///F:\varie%20submission\plos\biologia.html#XFlavell:2008:Neuron:19109909)]

creb -hippocampal neuron cultures - [[54](file:///F:\varie%20submission\plos\biologia.html#XLam:2009:J-Biol-Chem:19270309)]

mef2 -hippocampal neuron cultures - [[54](file:///F:\varie%20submission\plos\biologia.html#XLam:2009:J-Biol-Chem:19270309)]

mef2 -cerebellar cortex- [[156](file:///F:\varie%20submission\plos\biologia.html#XShalizi:2006:Science:16484498)]

creb -PC12 cells- [[42](file:///F:\varie%20submission\plos\biologia.html#XFass:2003:J-Biol-Chem:12939274)]

mef2 -striatopallidal medium spiny neurons - [[22](file:///F:\varie%20submission\plos\biologia.html#XTian:2010:Mol-Cell-Neurosci:20197093)]

srf -T98G glioblastoma- [[56](file:///F:\varie%20submission\plos\biologia.html#XTullai:2004:J-Biol-Chem:14769801)]

creb -in vivo hippocampus KA, the gene results CREB dependent- [[7](file:///F:\varie%20submission\plos\biologia.html#XLemberger:2008:FASEB-J:18424767)]

srf/tax -T-cell various lines- [[159](file:///F:\varie%20submission\plos\biologia.html#XWinter:2007:J-Virol:17376895)]

srf -NIH 3T3 fibroblasts - [[160](file:///F:\varie%20submission\plos\biologia.html#XWilliams:1993:Mol-Cell-Biol:8413214)]

srf/elk-1 -NIH 3T3 fibroblasts- [[161](file:///F:\varie%20submission\plos\biologia.html#XLatinkic:1996:Nucleic-Acids-Res:8614640)]

sp1 -macrophages - [[162](file:///F:\varie%20submission\plos\biologia.html#XKim:2003:J-Exp-Med:12782711)]

creb -neural c17.2 cells- [[157](file:///F:\varie%20submission\plos\biologia.html#XVolakakis:2010:Proc-Natl-Acad-Sci-U-S-A:20566846)]

FUNCTIONS key words:

**transcription factor, pro-survival, suppress growth**

**Nr4a2**/Nurr1/NGFI-B, unlike the related Nor-1 protein, seems not to be required for the establishment of kindling plasticity [[91](file:///F:\varie%20submission\plos\biologia.html#XZheng:1998:Neuroscience:9466414)]. Nurr1 is expressed in the hippocampus during spatial learning [[163](file:///F:\varie%20submission\plos\biologia.html#XPenadeOrtiz:2000:Neurobiol-Learn-Mem:10933901)]. When Nurr1 function is disrupted in the CA3 area spatial memory processes are compromised, possibly because of the lack of proper regulation of Nurr1 target genes, such as contactin, which is related to the establishment of synaptic connections [[164](file:///F:\varie%20submission\plos\biologia.html#XColonCesario:2006:Learn-Mem:17142303)]. Nurr1 is upregulated after KA treatment, thus there subsist a possible role in neuronal survival/vulnerability for Nurr1 [[165](file:///F:\varie%20submission\plos\biologia.html#XCrispino:1998:Brain-Res-Mol-Brain-Res:9729370)]. Indeed Nurr1 has been linked to strong antiapoptotic effects in neuro2a HEK293 and A549 cell lines [[166](file:///F:\varie%20submission\plos\biologia.html#XZhang:2009:Mol-Cancer-Res:19671681)]. Nurr1 has recently proved to exert neuroprotective effects in mouse embryonic stem cell-derived neurons, protecting them against various neurotoxic stimuli, including glutamate. [[157](file:///F:\varie%20submission\plos\biologia.html#XVolakakis:2010:Proc-Natl-Acad-Sci-U-S-A:20566846)].

REGULATORS:

mef2 -dissociated hippocampal clutures , E18 - [[4](file:///F:\varie%20submission\plos\biologia.html#XFlavell:2008:Neuron:19109909)]

creb -in vivo hippocampus KA, the gene results CREB dependent- [[7](file:///F:\varie%20submission\plos\biologia.html#XLemberger:2008:FASEB-J:18424767)]

srf – in silico - [[167](file:///F:\varie%20submission\plos\biologia.html#XCastillo:1997:Genomics:9143501)]

creb -neuroblastoma- [[168](file:///F:\varie%20submission\plos\biologia.html#XJi:2011:Br-J-Pharmacol:22188298)]

creb -embryonic fibroblasts- [[169](file:///F:\varie%20submission\plos\biologia.html#XDarragh:2005:Biochem-J:15910281)]

creb -neuroblastoma N2A and C6 glioma cell lines- [[170](file:///F:\varie%20submission\plos\biologia.html#XLee:2004:Neuroreport:15106839)]

creb -neural c17.2 cells- [[157](file:///F:\varie%20submission\plos\biologia.html#XVolakakis:2010:Proc-Natl-Acad-Sci-U-S-A:20566846)]

CRTC1,torc -in vivo hippocampus - [[171](file:///F:\varie%20submission\plos\biologia.html#XEspana:2010:J-Neurosci:20631169)]

FUNCTIONS key words:

**transcription factor, pro-survival, reg.syn.transmission**

How the deposited data were processed for this re-analysis (not part of the article)

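RNA of rat organotypic hippocampal cultures was measured in 3 untreated and 3 gabazine-treated samples (20 µM, 90 min) on 6 Affymetrix RAT2302 arrays. The authors made the deposited log2 values from the scanned images with RMA, which the methods and the submitters' processing notes name, and its version is not given in the sources used here. The table holds 31099 probe sets with no background or detection measure, so that the signal over background of a dim probe set is not known here. The number of arrays limits the precision. The conditions and replica numbers were taken from the sample labels and the methods, 0 columns of values were left out, and no array was dropped.

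The annotation names 20832 probe sets with 1 gene symbol and 436 with several, and 9831 are unnamed. No gene was named from a probe set with several symbols, and a Table 2 gene for which the annotation names no probe set was taken from the probe set that Table A names. Egr3 was kept on its annotated probe set, although Table A names a brighter one. The log2 ratio of a pair is the gabazine value minus the control value of the same replica, as in the methods. The mean over 3 pairs was tested with limma 3.58.1 (R 4.3.3) with the pair as a block, which leaves 2 residual degrees of freedom, followed by eBayes and the Benjamini-Hochberg adjustment over all probe sets, with a threshold of 0.05. The methods compare each replica with its own control, and the deviations of the paired arrays from their group means correlated at 0.794, 0.664 and 0.853 in pairs 1, 2 and 3. Any difference in processing between the pairs would enter these correlations and the spread of the fit without the pairing. The methods' p-value was computed as the share of probe sets whose log2 ratio is at least as high in all 3 replicas, without the bounds of the Kaplan-Meier estimator.

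The test was tested on simulated data with the size of this table. With the spread of each probe set taken from its own pairs, 24% of 100 probe sets changed by 1 on the log2 scale passed the adjusted threshold and 52% of those changed by 2, with 0 false calls. With the median spread for all probe sets, 100% passed at both sizes. A simulated list of 30 genes moved by 0.5 was called by camera and 0 of the other lists were. On the real arrays, splits other than gabazine against control that part all 3 pairs gave up to 9 list calls. The simulation is therefore no measure of how often camera makes false calls on these arrays.

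Before the data were examined, but after Tables A and C of the study had been read, 28 gene lists with 809 entries were written, of which 695 were measured. Table A holds the mean ratios of these arrays for the 490 highest probe sets, so the highest ratios had been seen by then. The lists are the 33 genes of Table 2, which the study chose on these samples, the study's synaptic weakening genes, which it names from RT-PCR and the literature, immediate early transcription factors, activity-regulated synaptic and secreted effectors, neuronal activity-regulated survival genes, anti-apoptotic genes, pro-apoptotic genes, growth factors and their receptors, MAP kinase phosphatases, MAP kinase cascade kinases, small GTPases, ionotropic glutamate receptor subunits, GABA-A receptor subunits, calcium channel subunits, pumps and stores, feeding neuropeptides and receptors, cholesterol synthesis and uptake, heat shock and chaperones, SRF cytoskeletal targets, oxidative phosphorylation, cytosolic ribosomal proteins, and markers of excitatory neurons, GABAergic interneurons, astrocytes, oligodendrocytes, microglia, vascular cells, choroid plexus and meningeal cells or fibroblasts. Camera was run with a preset correlation of 0.01, on the probe set with the highest mean of each of 14218 genes, and adjusted over the 28 lists. Camera with an estimated correlation (statmod 1.5.0) and limma's fry were run beside it. Camera compares a list with the other genes, while fry tests a list against no change.

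The genes named in the text follow a rule fixed at the same time. It takes the genes past the adjusted threshold with the largest changes, or the 10 with the smallest p in each direction where fewer than 5 pass, which was the case in both directions. It also takes every gene of Table 2 and of the text on the microarray, the members of each list with the highest and lowest changes that pass or else the member with the largest change, and Gapdh and Actb. The counts adjusted over a list alone were planned, and naming list members by that reading was a choice made after no gene had passed over all probe sets. Other genes named are said to be chosen after their values were seen, or are members past the threshold of their list.

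Alternatives set at that time were no pairing, each pair left out, 3 other scalings of the arrays, the 40% dimmest probe sets left out, eBayes with trend and robust, the methods' joint distribution, the arithmetic mean of the ratios, the mean of all probe sets of a gene, and the other set tests. Settings that leave out tied probe sets or weight the arrays were added after seeing the data. Permutation tests used 100000 resamples for correlations and were exact elsewhere, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The time course, the chromatin immunoprecipitation and the GO enrichment were not analysed here.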

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

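The tests of the large ratios of pair 1, of Ttr and of pair 2 were chosen only after the result was seen, and the list tests were planned. The groups hold 3 arrays each, too few for a test of single outlying arrays.

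Gene groups outside those the paper discusses lay above the other genes in camera, each with a small median log2 fold change. None of these calls held with an estimated correlation, which with 2 residual degrees of freedom does not decide whether a list moved. Limma called 0 members of any of these lists over all probe sets or when adjusted over the list alone. For 52 genes of oxidative phosphorylation, the enzymes of mitochondrial respiration, the median was 0.0743 (camera adjusted p = 3.46e-05, and adjusted p = 0.563 with an estimated correlation), with 4 higher and 0 lower at an unadjusted p under 0.05, and the largest difference was a lower one, that of Cox5a, a subunit of cytochrome oxidase, at -0.41 (standard error 0.27). For 41 cytosolic ribosomal proteins it was 0.0354 (camera adjusted p = 0.00308, and adjusted p = 0.671 with an estimated correlation), with 2 higher and 0 lower, led by Rps13 at 0.49 (standard error 0.09). For 15 markers of excitatory neurons it was 0.22 (camera adjusted p = 7.74e-05, and adjusted p = 0.558 with an estimated correlation), with 4 higher and 0 lower, led by Nrgn, a calmodulin-binding protein of dendrites, at 0.37 (standard error 0.07). For 17 markers of astrocytes it was 0.11 (camera adjusted p = 0.0169, and adjusted p = 0.563 with an estimated correlation), with 1 higher and 0 lower, and Gjb6 had the largest difference at 0.90 (standard error 0.54). For 18 markers of oligodendrocytes it was 0.18 (camera adjusted p = 0.00228, and adjusted p = 0.563 with an estimated correlation), with 2 higher and 0 lower, led by Mog, a protein of the myelin surface, at 0.36 (standard error 0.07). For 17 markers of the choroid plexus it was 0.10 (camera adjusted p = 0.0155, and adjusted p = 0.558 with an estimated correlation), with 0 higher and 1 lower, and Ttr, described below, had the largest difference. Without pair 2 the excitatory, astrocyte, oligodendrocyte and choroid plexus calls were lost, with an adjusted p from limma's camera of 0.25, 0.222, 0.507 and 0.25. The medians of these lists were then 0.20, 0.08, 0.03 and 0.09. The choroid plexus call was also lost without pair 1 at 0.111, without the 40% dimmest probe sets at 0.113 and with the mean of all probe sets of a gene at 0.102, where its medians were 0.06, 0.27 and 0.18. The astrocyte call was also lost after cyclic loess at 0.0552, with a median of 0.12. The ribosomal call was lost without the pairing at 0.19, without pair 3 at 0.0563, after quantile normalization at 0.383, after cyclic loess at 0.303 and with the mean of all probe sets at 0.0639, and that of oxidative phosphorylation without the pairing at 0.0513. Over the planned settings the adjusted p ranged from 1.34e-05 to 0.563 for oxidative phosphorylation, 3.46e-04 to 0.671 for ribosomal proteins, 7.5e-06 to 0.558 for excitatory neurons, 2.52e-04 to 0.563 for astrocytes, 1.14e-05 to 0.564 for oligodendrocytes and 1.34e-06 to 0.558 for the choroid plexus.

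Of the 490 probe sets of Table A, 280 were more than 2-fold higher in pair 1 with a log2 ratio under 0.5 in both other pairs, 20 of these had a mean ratio above 2, and 141 lay among the dimmest 40% of the array. Random noise, which would give about as many falls as rises, is argued against, since between 40% and 60% of the brightness order the differences over 2-fold in pair 1 were 442 rises and 112 falls, or 79.8% rises (exact 95% interval 76.2 to 83.1), against 76 and 24 in pair 2 and 12 and 19 in pair 3, and among the dimmest 40% they were 575 rises and 48 falls, or 92.3% rises (exact 95% interval 89.9 to 94.3), against 64 and 11 in pair 2 and 13 and 14 in pair 3. Higher levels of these genes' transcripts in pair 1 are argued against by 222 of the 248 named members, whose genes have a brighter probe set with a median log2 ratio of 0 (quartiles -0.13 and 0.17), where the members have 2.10 (quartiles 1.88 and 2.43). A difference in labelling along the transcript between the arrays of pair 1 stays open and may contribute, since all 11 pairs of control probe sets for both ends of a transcript had a higher log2 ratio at the 5' than at the 3' end in pair 1, with a median of 1.04, against 0.30 in pair 2 and -0.08 in pair 3. A change in which ends of the transcripts are used was not tested.

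Ttr, a major secreted protein of the choroid plexus, stood at a log2 intensity of 8.44 on the control and 13.03 on the gabazine array of pair 1, a log2 ratio of 4.59. The other pairs showed no such rise, and their higher log2 ratio was 0.14. Ttr was picked because it stood high in pair 1 alone, so these values are no separate test of an effect of gabazine on Ttr. More choroid plexus tissue in the treated cultures of pair 1 could raise Ttr, and the other 16 markers of that tissue, none of them in another list, had a mean log2 ratio of 0.32 in pair 1, above 99.9% of 10000 random lists of like brightness, although 10 of the 16 had 0.16 or less, Kl and Prlr 0.00, and 5 had more than 0.5. That test cannot settle it, since the percentile was 99.41 in pair 2 and 44.04 in pair 3, and the demand that pairs 2 and 3 stay lower was added after these values were seen. In pair 1 Aqp1, a water channel, had 1.56 and Col8a1, a collagen, had 1.33, while Enpp2, the enzyme autotaxin, and Igfbp2, a binding protein of insulin-like growth factors, which were bright on all arrays (means 11.38 and 12.96) and would hide a small share, had 0.02 and 0.38, and how many of the markers hippocampal tissue itself expresses was not measured.

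Some genes of Table 2 moved little in pair 2 while others moved as in the other pairs. Of 20 genes with a mean log2 ratio of 1 or more over pairs 1 and 3, 3 kept less than 0.25 of it in pair 2, namely Bdnf at -0.11, Gadd45b at 0.07 and Nfil3 at 0.14. Another 8 of these genes kept more than 0.75 of it, up to 1.1. A uniform compression of the log2 ratios of pair 2 would give like shares. These shares restate the observation that prompted the comparison, and the genes were chosen by their mean over pairs 1 and 3. The spread of a single share was not measured, so the shares do not decide whether the compression was uniform. A later response of slower genes in pair 2 stays open as a hypothesis, which this test may not settle, since 3 genes of cluster 2 of the time course lay 0.69 below 10 genes of cluster 1 (difference -0.69 in pair 2 minus the mean of the other pairs, one-sided exact permutation p = 0.1 over 286 arrangements, where the smallest possible is 0.0035). That difference is carried by Bdnf, which prompted the test, and was -0.05 without it, with Irs2 and Cited2 within the range of cluster 1, and Homer1, whose variant Homer1a the paper also places in cluster 2, was not in that test, where adding each of its 5 probe sets in turn, since which measure Homer1a was not determined, gave an exact permutation p of 0.036 to 0.2. Crem was treated differently, since it stood for Icer in cluster 1 on its brightest probe set (-0.79), although which of its probe sets measure Icer was not determined either.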

How the results depend on the processing

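The settings that leave out tied probe sets or weight the arrays were chosen after seeing the data, and all others were planned. Under every setting 0 probe sets were lower at an adjusted p under 0.05 in limma, and 0 were higher except under those named next. Without the pairing, 14 were higher, among them Nr4a3, Fosb, Arc, Nr4a1, Nr4a2, Egr2, Junb, Homer1 and Rgs2, with a smallest adjusted p of 8.87e-06, where the other planned settings ranged from 0.152 to 0.795, 6 list members passed over all probe sets, and at an unadjusted p of 0.005 there were 38 higher and 0 lower. With tied probe sets left out, which leaves 16345 to test, 0 passed (smallest adjusted p 0.0623), and with weighted arrays 0 passed (0.318). At an unadjusted p of 0.005 limma gave 76 higher and 12 lower with tied probe sets left out, and 106 higher and 125 lower with weighted arrays. Leaving out tied probe sets together with weights gave 19 higher, together with trend and robust 13, together with trend alone 14, and together with the 40% dimmest probe sets 14. The methods' joint distribution, at 0.005 or less, gave 1687 higher and 2265 lower. The count of lower probe sets at an unadjusted p of 0.005 was 24 with centred arrays, 39 after quantile normalization, 32 after cyclic loess, 16 without the 40% dimmest probe sets and 29 with trend and robust. Leaving out each pair in turn, which leaves 2 pairs to test, gave 17 to 35 higher and 2 to 30 lower at that p, 69 to 295 ratios above 2 and 5 to 33 ratios below 0.5. The arithmetic mean gave 266 ratios above 2 and 1 below 0.5, and leaving out the 40% dimmest probe sets gave 1 below 0.5. Of the 14 list calls with the preset correlation, 0 remained with an estimated correlation (smallest adjusted p 0.558). The smallest unadjusted p of that test was 0.0705, so with 2 residual degrees of freedom it does not decide whether a list moved. Fry, which tests a list against no change and so cannot repeat a call against the other genes, called 0 lists (smallest adjusted p 0.132). The other settings gave 13 to 16 calls. Over all lists and the planned settings, fry included, 269 list results kept their side of the threshold, 44 lost a call and 23 gained one. Of 625 values of named genes under the planned settings, 3 had the other sign, those of Gad2 without pair 1 and of Ntf3 without pair 2 or 3, and 0 called values turned. Apart from the fewer pairs, the fewer probe sets and the preset correlation, the cause was not tested. Without the pairing the counts at an unadjusted p under 0.05 were 83 higher and 1 lower, 15 lists were called, with growth factors, feeding and meningeal markers gained and oxidative phosphorylation and ribosomal proteins lost, and no other list call changed. The deposited values hold no background measure, which limits what can be said of dim probe sets.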

Differences from the paper's values

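The paper gives 346 genes up-regulated at a p of 0.005 or less, and limma with the pairing gives 61 probe sets higher at an unadjusted p of 0.005. At that p, none of the alternatives set before the data were examined comes within 1.5 times of the paper's count, from 17 without pair 3 to 80 after cyclic loess and 1687 by the joint distribution of the methods. The paper takes a ratio above 2 as about the same as that p. Planned counts of probe sets above 2 came nearer to 346 with the arithmetic mean (266), without pair 2 (295) and without pair 3 (268). The other planned settings gave 69 to 102. After the values were seen, 2 other counts were found near the paper's count. The 490 probe sets of Table A name 343 genes with 1 symbol, and the probe sets with a joint share of 0.005 or less and a log2 ratio above 0 in all 3 pairs name 450, which leave out 194 of the 343. The settings added after seeing the data gave 70 to 123 at that p.

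The paper's Table C gives the up-regulation by RT-PCR with an SD, and the array ratio of the brightest probe set that the annotation names, or Table A where it names none, is set beside it here, although these are different assays. Values are said to differ where they are more than 1.5 times apart and further apart than the larger SD, which holds for 25 of 35 primer pairs. For transcription factors, the paper's values are 3.85 for Atf3, 6.94 and 4.45 for Fos with different primers, 2.89 for Cited2, 2.75 for Crem and 8.05 and 6.84 for Egr1, and the array ratios are 1.90, 2.01, 1.66, 1.40 and 2.49. For Egr2 the paper's value is 12.07 and the array ratio 4.89, and for Egr3 they are 5.2 and 1.25. A far brighter probe set of Egr3, which only Table A names, has a ratio of 2.33 (mean log2 intensity 12.44 against 6.61). For Klf4 the paper's value is 4.17 and the array ratio 2.22, for Nfil3 5.37 and 2.38, and for Srf 2.25 and 1.50. For the nuclear receptors Nr4a1, Nr4a2 and Nr4a3 the paper's values are 120.87, 20.53 and 6.23, and the array ratios are 6.20, 5.34 and 1.95, where other probe sets have 9.49 for Nr4a2 and 10.5, 4.53 and 1.15 for Nr4a3. For Btg2 the paper's value is 2.49 and the array ratio 4.51. For the phosphatases Dusp1 and Dusp5 the paper's values are 7.49 and 6.84 and the array ratios 4.21 and 3.08. For Bdnf and Ntf3, both neurotrophins, the paper's values are 18.77 and 2.70 and the array ratios 2.67 and 1.05. The paper names exon IV for its time course of Bdnf, and which transcripts of Bdnf the probe set measures was not determined. For Gadd45b the paper's value is 8.33 and the array ratio 1.84, for Homer1 10.90 and 0.929, where another probe set has 8.50 and which of them measure Homer1a was not determined, for Npy1r 2.47 and 1.44, for Plk2 2.65 and 1.67, and for Ptgs2 10.48 and 3.90. Of the alternatives set before the data were examined, leaving out pair 1 brings Npy1r (1.86) to within 1.5 times of the paper's value and leaving out pair 2 brings Plk2 (1.82). Srf, at 1.498, misses that limit narrowly and reaches it without pair 1 (1.511), without pair 3 (1.502), after quantile normalization (1.516) and after cyclic loess (1.534). None of them does so for the other genes. The probe set with the highest ratio of the gene, looked at after the values were seen, is another one and closer to the RT-PCR value for 9 genes, namely Cited2 (1.95), Crem (2.22), Dusp6 (1.97), Egr3, Homer1, Irs2 (3.74), Mapk10 (1.70), Nr4a2 and Nr4a3. For Arc, Ccn1, Dusp6, Egr4, Irs2, Mapk10, Pcdh8, Rasl11b and Rgs2 the values do not differ.

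The text describes the 33 genes as the highest up-regulated probes, left after predicted transcripts and those of low abundance were taken out. Here 17 of them have a probe set among the 50 highest ratios, 23 have a probe set with a ratio above 2 and 30 have one in Table A. The text also takes a ratio above 2 as about the same as a p of 0.005. Here 98 probe sets have a ratio above 2, and by the joint distribution their largest share is 0.00106, while 26 of them have an unadjusted limma p of 0.005 or less. The column of absolute values in Table A is described as a mean of intensities, and it equals the sum of the mean log2 values of both groups to within 0.005.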

Other observations

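The list tests, the counts adjusted over a list alone and the splits of the arrays were planned, while naming Lum by its adjustment over the list alone and comparing the splits that part all 3 pairs were chosen only after the results were seen.

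By the median of each list, the receptors for the 2 main fast transmitters stood close to their control values after 90 min. Of 16 subunits of ionotropic glutamate receptors, the largest difference was that of Grin2b, an NMDA receptor subunit, with a log2 fold change of 0.47 (standard error 0.32), and the median was 0.03 (camera adjusted p = 0.201, and adjusted p = 0.563 with an estimated correlation). Of 15 subunits of the GABA-A receptor, the target of gabazine, it was that of Gabra4 at 0.46 (standard error 0.37), and the median was 0.03 (camera adjusted p = 0.618, and adjusted p = 0.709 with an estimated correlation). In pairs 1, 2 and 3 Grin2b had 1.12, 0.49 and -0.20, and Gabra4 had 1.36, 0.00 and 0.02. Of 34 cytoskeletal targets of SRF, the median was 0.05 and the mean 0.15, and Ccn1 had the largest difference (camera adjusted p = 0.00307, and adjusted p = 0.666 with an estimated correlation). This list lost its call without pair 1, with an adjusted p from limma's camera of 0.564, where its planned settings ranged from 9.96e-07 to 0.666. The glutamate receptors gained a call from limma's camera without pair 3 (adjusted p = 0.0145). Cholesterol synthesis gained one without pair 1 (adjusted p = 2.25e-04), after quantile normalization (0.0193), after cyclic loess (0.0128), without the 40% dimmest probe sets (0.0447) and with the mean of all probe sets of a gene (0.0314). Heat shock proteins gained one from limma's camera without pair 1 or 2 (adjusted p = 0.0399 and 0.0147) and with the mean of all probe sets (0.0271). Over the planned settings of these 3 lists the highest was 0.919, 0.765 and 0.765. Of 21 genes of cholesterol synthesis and uptake, Idi1, an isomerase of the isoprenoid pathway, had 0.32 (standard error 0.15), and the median was 0.07 (camera adjusted p = 0.0913, and adjusted p = 0.671 with an estimated correlation). Of 23 heat shock proteins and chaperones, Dnajb6, a cochaperone of Hsp70 proteins, had -0.35 (standard error 0.23), and the median was 0.06 (camera adjusted p = 0.0644, and adjusted p = 0.709 with an estimated correlation). In limma 0 genes of these lists passed over all probe sets or when adjusted over the list alone, and at an unadjusted p under 0.05 there were 0, 0, 4, 1 and 3 higher and 0 lower.

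Markers of further cell types were also measured. Of 13 markers of GABAergic interneurons, Gad2, an enzyme of GABA synthesis, had a log2 fold change of 0.45 (standard error 0.53) with 1.73 in pair 1 and -0.34 in pair 2, and the median was 0.07 (camera adjusted p = 0.444, and adjusted p = 0.671 with an estimated correlation). Of 17 markers of microglia, P2ry12, a purine receptor of resting microglia, had -0.49 (standard error 0.29) with 0.15 on its other probe set, and the median was 0.00 with a mean of -0.02 (camera adjusted p = 0.909, and adjusted p = 0.936 with an estimated correlation). Of 17 vascular markers, Kdr, a receptor of vascular endothelial growth factor, had 0.63 (standard error 0.24) with -0.09 on its other probe set, and the median was -0.02 with a mean of 0.01 and a direction downwards in the test (camera adjusted p = 0.932, and adjusted p = 0.936 with an estimated correlation). Of 17 markers of meningeal cells and fibroblasts, Lum, the proteoglycan lumican, was lower when adjusted over the list alone, at -0.30 (standard error 0.03), and the median was 0.19, with 0.40, 0.37 and -0.28 in pairs 1, 2 and 3 (camera adjusted p = 0.119, and adjusted p = 0.709 with an estimated correlation). The meningeal list was called without pair 3, with an adjusted p from limma's camera of 2.23e-05, without the pairing (2.22e-04), with centred arrays (0.021), after quantile normalization (0.0315) and without the 40% dimmest probe sets (0.02), and its planned settings ranged from 2.23e-05 to 1. In limma 0 markers of these lists passed over all probe sets, with 1 higher and 1 lower at an unadjusted p under 0.05, both among the meningeal markers.

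With 3 arrays against 3 there are 10 splits, so that the share of splits with a result as large is never under 0.1. A split and its mirror count as 1, so that for the other splits the larger count of both directions was taken. All 10 splits gave at least the 0 probe sets of the real split that were higher, or lower, at an adjusted p under 0.05 and at least its 2 ratios below 0.5, and the highest of the other splits gave 2848, 2848 and 1265. At an unadjusted p of 0.005 8 splits gave at least the 61 higher, and 8 at least the 64 lower, with a highest other of 2493 for both. For the 98 ratios above 2 it was 7 splits, with a highest other of 1265, and for the 14 calls of the fit without the pairing 5 splits, with a highest other of 274. For the 14 list calls it was 1 split, the real one, with a highest other of 11. Of the other splits, all but 3 part a single pair, so that with the pairing their ratios are those of that pair alone. Their larger count above 2 is 1265, 213 or 99 where pair 1, 2 or 3 is parted, as in the pairs themselves. These splits carry the gabazine difference of that pair and give no value for no change. Without the pairing they also set whole pairs against each other. The splits with 2848 calls part pair 1 alone, which has the widest differences. Among the 3 other splits that part all 3 pairs, the highest counts were 0 at an adjusted p under 0.05, 64 at an unadjusted p of 0.005, 68 ratios, 9 lists and, without the pairing, 0 calls.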
